# In Silico Identification of lncRNAs Regulating Sperm Motility in the Turkey (*Meleagris gallopavo* L.)

**DOI:** 10.3390/ijms23147642

**Published:** 2022-07-11

**Authors:** Jan Pawel Jastrzebski, Aleksandra Lipka, Marta Majewska, Karol G. Makowczenko, Lukasz Paukszto, Joanna Bukowska, Slawomir Dorocki, Krzysztof Kozlowski, Mariola Slowinska

**Keywords:** lncRNA, RNA-seq, NGS, DEL, gene expression, sperm motility, transcriptomics, turkey

## Abstract

Long non-coding RNAs (lncRNAs) are transcripts not translated into proteins with a length of more than 200 bp. LncRNAs are considered an important factor in the regulation of countless biological processes, mainly through the regulation of gene expression and interactions with proteins. However, the detailed mechanism of interaction as well as functions of lncRNAs are still unclear and therefore constitute a serious research challenge. In this study, for the first time, potential mechanisms of lncRNA regulation of processes related to sperm motility in turkey were investigated and described. Customized bioinformatics analysis was used to detect and identify lncRNAs, and their correlations with differentially expressed genes and proteins were also investigated. Results revealed the expression of 863 new/unknown lncRNAs in ductus deferens, testes and epididymis of turkeys. Moreover, potential relationships of the lncRNAs with the coding mRNAs and their products were identified in turkey reproductive tissues. The results obtained from the OMICS study may be useful in describing and characterizing the way that lncRNAs regulate genes and proteins as well as signaling pathways related to sperm motility.

## 1. Introduction

The formation and maturation of the sperm in testis, known as spermatogenesis, is a series of complex molecular processes and morphological changes, including mitotic and meiotic divisions and differentiation leading from germ cells to mature spermatozoa [1,2]. These processes are under multiple regulators, such as hormones [3], genetic factors [4,5], long non-coding RNA (lncRNA) and epigenetics [6,7].

The molecular mechanism of sperm production from the primordial germ cells is well-documented in mammals, but there are only a few studies detailing this process in birds [5,8]. The final product of spermatogenesis is a spermatozoon that consists of the head, which is the carrier of the male genetic material, and the flagellum, which provides the motive force to move towards the oocyte. Spermatogenesis consists of several stages, including spermatocytogenesis, mitosis, meiosis and spermiogenesis [9]. Spermiogenesis is the transformation of spermatids into spermatozoa without further cell division. It includes the formation of an acrosome and an axoneme, loss of cytoplasm, and the replacement of nucleohistones with nucleoprotamine, which accompanies nuclei condensation [10,11]. In avians, spermiogenesis varies from species to species, e.g., in guineafowls, spermiogenesis involves ten distinct morphological steps [12]. However, in red junglefowl, spermiogenesis entails 8–10 steps [13,14,15] and 12 stages in Japanese quail [16,17].

The only function of the sperm is to fertilize the egg. For this, the sperm must be highly mobile, especially in the female reproductive system. Since sperm is transcriptionally inactive, mobility depends on flagellum and actin element formation in testes and post-testicular development of sperm motility [18]. Mobility dysfunction, which may be impaired at the molecular level, handicaps sperm and leads to increased infertility up to the complete loss of fertilization possibility [19,20].

The turkey (*Meleagris gallopavo*) is one of the most important livestock animals and the second largest contributor to the world’s poultry meat production [21]. The industrial turkey breeding is based on the artificial insemination because natural mating results in adequate fertility levels [22]. In comparison to other Galliformes species, turkey semen is characterized by some unique features, such as oxidative respiration as the main pathway in spermatozoa energy metabolism [23,24,25], distinctive proteome pattern of seminal plasma [26,27] and low semen sensitivity for cooling/freezing procedures [28]. The molecular mechanisms and key factors responsible for producing spermatozoa with good quality are still poorly understand for turkey spermatogenesis. So far, only the pathways associated with specificity of the reproductive tract have been described for turkey [5]. There is a lack of information describing molecular mechanism of spermatogenesis such as lncRNAs that can be involved in regulation of mature spermatozoa quality.

Semen quality is of economic importance and is studied to optimize reproductive performance [29] and scientific significance [30]. Investigating the genetic and epigenetic mechanisms underlying spermatogenesis allows us to better understand the entire process of sperm production and maturation on the molecular level. Sperm motility is the basic parameter of semen quality [4,31,32,33] in both mammals and birds [34], including turkeys [35].

Semen quality, as well as sperm motility, is influenced by gene expression and regulatory factors such as lncRNAs [7]. LncRNA is the most abundant group of transcripts apart from coding sequences and may be crucial in regulating gene expression and protein activity in maintaining basic cell functions as well as spermatogenesis [6,36]. In the current research, we focused on the identification of lncRNAs in the whole transcriptome of three turkey tissues: testis (T), epididymis (E), and ductus deferens (DD). Moreover, the deep in silico analyses revealed the potential interactions between differentially expressed lncRNAs (DELs) and differentially expressed genes (DEGs) engaged in the sperm motility within the male reproductive tract tissues.

## 2. Results

### 2.1. Sequencing, Mapping and Expression

As the result of sequencing, more than 100 million reads were obtained in each sample (Table 1). 

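RNA was sequenced from the testis, the epididymis and the ductus deferens of 6 turkeys, numbered 2, 11, 12, 14, 15 and 16, with 1 library per tissue and bird and 18 samples in total. The birds were 38 weeks old and had been photostimulated at the age of 26 weeks, under 14 h of light and 10 h of darkness. The authors trimmed the reads with Trimmomatic 0.38, mapped them with STAR 2.4 to the turkey genome version 2.01 and merged the transcripts assembled with StringTie 1.3.3 over all samples, which gave the MSTRG identifiers. They deposited the number of counts on each gene and on each transcript of the merged annotation, without normalization. The total number of counts per sample ranged from 81438457 to 100159106 in the testis (median 87917644), from 64456026 to 118625345 in the epididymis (median 92059646) and from 64143451 to 100241426 in the ductus deferens (median 88923958). Table 1 gives the depth as raw, processed and mapped reads, whereas all values from the deposited data use the total number of counts. For a gene without counts, the smallest level the depth can show was set at 3 counts, which is between 0.0235 and 0.0806 CPM after TMM normalization, depending on the sample. The reads carried no molecular identifiers, so this limit covers the counting error only. Expression is given as CPM after normalization of the 18 samples with edgeR's TMM method, as the mean ± SD of the 6 birds. Fold changes follow Table S1 and are given on the log2 scale as testis over epididymis in the comparison “epididymis/testis”, testis over ductus deferens in “ductus deferens/testis” and epididymis over ductus deferens in “epididymis/ductus deferens”. The positions of the lncRNAs are those of Table S1.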

The highest number of raw reads was obtained for one of the individual T samples (165.8 raw reads), and the lowest was for the DD sample (102.6 of raw reads). The highest value of sequencing depth for both individual samples and mean was in the epididymis samples (176.9 million of reads in individual samples, mean = 152 million of reads). The trimming process reduced the quantity by about 15%, resulting in mean values of 83.22%, 83.47% and 84.33% of processed reads in ductus deferens, epididymis and testes, respectively. The mapping efficiency ranged from 96.6% to 98.9% with means of more than 98% in each group of samples. The count calling process resulted in the expression values for 56,037 genes and 103,847 transcripts in all samples. 

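Of these genes, 55592 carried an identifier of the merged assembly and 445 an Ensembl identifier. Among the transcripts, 86495 carried an identifier of the merged assembly and 17352 an Ensembl identifier. No sample had a count for 372 genes and for 2638 transcripts.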

The number of expressed genes in individual samples ranged from 17,596 (“12_E”) to 43,510 (“14_T”), while the number of expressed genes in three analyzed tissues was 53,385 in testes, 35,313 in ductus deferens and 41,029 in epididymis. The number of expressed transcripts ranged from 22,109 (“12_E”) to 73,569 (“14_T”), and in summary for each tissue: testes—94,726, ductus deferens—64,905 and epididymis—75,765.

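A gene or transcript was taken as expressed in a sample with at least 1 count. The number of expressed genes per sample was 40405 ± 2595 (SD, n = 6) in the testis, 28439 ± 5961 (SD, n = 6) in the epididymis and 24970 ± 2251 (SD, n = 6) in the ductus deferens. Every testis sample had more expressed genes (36879 to 43510) than any sample of the epididymis (17596 to 34711) or the ductus deferens (21196 to 27526). For groups of 6 that do not overlap, the unpaired two-sided exact permutation test gives p = 0.00216, the smallest value it allows. The epididymis and the ductus deferens overlapped. The coefficient of variation of the number of expressed genes was 6.42% in the testis, 21.0% in the epididymis and 9.02% in the ductus deferens. In the testis the highest number of expressed genes, 43510, was counted in bird 12, and bird 14 had 43150. The number of expressed transcripts per sample was 67594 ± 5834 (SD, n = 6) in the testis, 47863 ± 14005 (SD, n = 6) in the epididymis and 41413 ± 4972 (SD, n = 6) in the ductus deferens. A total of 32064 genes were expressed in all 3 tissues, 12540 only in the testis, 805 only in the epididymis and 322 only in the ductus deferens. Of the genes expressed in a tissue, 4884 in the testis (9.15%), 6543 in the epididymis (15.9%) and 6252 in the ductus deferens (17.7%) had counts in a single bird. A minimum of 10 counts in place of 1 moved the totals per tissue most, to 51010 genes in the testis, 34558 in the epididymis and 30770 in the ductus deferens.

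**Figure D1:**
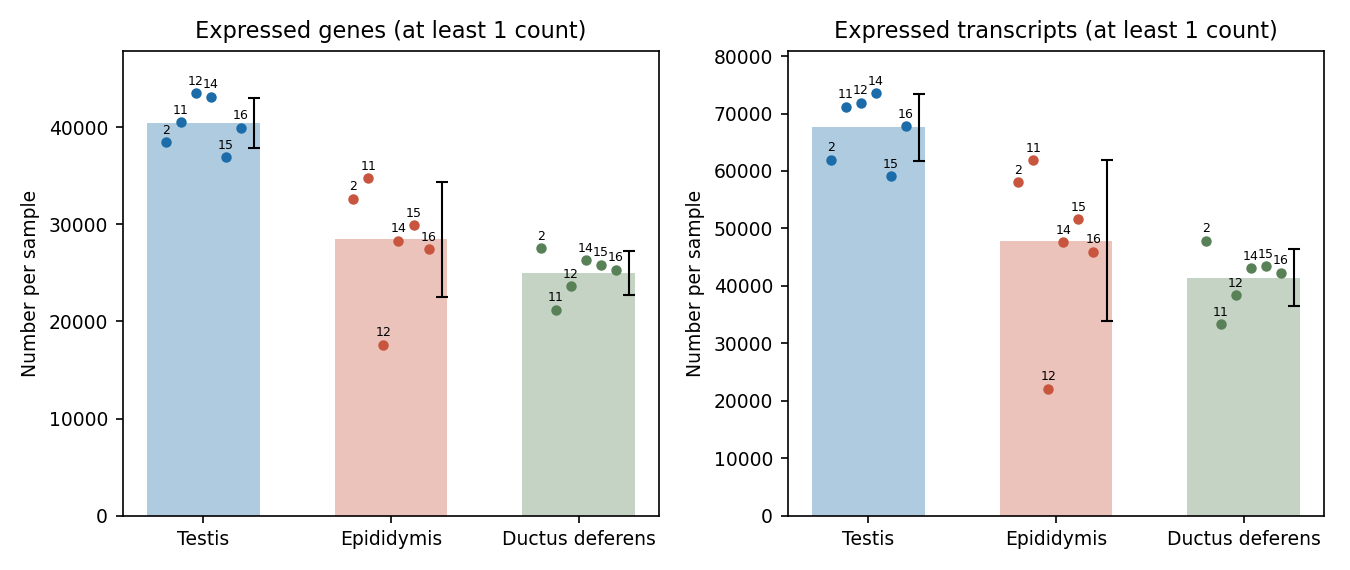
Number of expressed genes (left) and expressed transcripts (right) per sample in the testis, the epididymis and the ductus deferens. Each point is 1 bird with its number, bars are the means of 6 birds and error bars are the SD; bird 12 of the epididymis has the fewest expressed genes (17596) and transcripts (22109).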

### 2.2. lncRNA Identification

The set of all pooled transcripts (103,847) from all samples was filtered following the pipeline presented in Figure 1. The whole assembled transcriptome contained 55,168 sequences of more than one exon, 86,326 sequences longer than 200 nucleotides, 87,374 non-protein coding and 100,248 transcripts with an expression of more than ten counts (Figure 2A).

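The counts allow the expression filter to be recomputed, whereas the number of exons, the length and the coding status of the transcripts were not analysed here. Summed over the 18 samples, 100248 of the 103847 transcripts had more than 10 counts, 961 had between 1 and 10 and 2638 had none. With transcripts of exactly 10 counts kept, the number was 100311. With more than 10 counts required in at least 1 sample it was 99775.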

The dataset of filtered sequences was then analyzed for coding potential using seven different tools. The results of various methods were different. The highest number of non-coding sequences was obtained from CPC2—20,344, PLEK—20,168 and CNCI—17,931, whereas FEELnc, CPAT, LncFinder and MDeep resulted in 1262, 1085, 922 and 2582 non-coding sequences, respectively (Figure 2B). Due to such differences, it was decided to apply the consensus that, if a given sequence, was confirmed by at least five methods (out of seven), it was qualified as non-coding. As a final result, 4391 lncRNA transcripts were obtained, where 863 were predicted and 3487 were annotated using the reference turkey ENSEMBL genome (version 5.01.104).

### 2.3. Differentially Expressed lncRNAs

The final lncRNA dataset was used to identify the differentially expressed lncRNAs (DELs) in each comparison. It resulted in 139 DELs in “epididymis/testis” comparison (93 up- and 46 downregulated), 182 DELs in “ductus deferens/testis” (132 up- and 50 downregulated) and 25 only upregulated DELs in “epididymis/ductus deferens” comparison (Figure 3, Table 2 and Table S1).

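Gene counts of the 2 tissues in each comparison were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and the filter of edgeR on low counts. A gene was called differentially expressed with an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction, the thresholds given in the methods of the paper. In “epididymis/testis”, 10237 of 28489 genes tested were differentially expressed, 6551 of them higher in the testis and 3686 lower. In “ductus deferens/testis” the number was 12470 of 27550 genes, with 8378 higher and 4092 lower in the testis. In “epididymis/ductus deferens” it was 1211 of 22695 genes, with 957 higher in the epididymis and 254 lower. The tissues came from the same birds, so the fit was repeated with the bird as a block, which gave 6262, 10268 and 626 differentially expressed genes in the same order. Deviations from the tissue means over 19187 genes correlated at 0.016 (testis and epididymis), 0.0039 (testis and ductus deferens) and 0.079 (epididymis and ductus deferens) on average between samples of the same bird, and at 0.00069, 0.0013 and -0.0086 between samples of different birds. Among the other alternatives, leaving out the filter on low counts moved the first numbers most, to 14278 in “epididymis/testis” and 17010 in “ductus deferens/testis”, and leaving out the epididymis of bird 12 moved that of “epididymis/ductus deferens” most, to 2463.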

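The DELs of Table S1 were looked up in the comparisons of all genes. In “epididymis/testis”, 138 of the 139 DELs passed the filter on low counts, and 133 were differentially expressed in the direction of Table S1, 87 of them higher in the testis and 46 lower. In “ductus deferens/testis” all 182 were tested and 176 were differentially expressed, 126 higher and 50 lower in the testis. In “epididymis/ductus deferens” 23 of the 25 were tested, and all 23 were higher in the epididymis. No DEL was differentially expressed in the opposite direction. With the adjustment made over the DELs alone, the numbers were 136, 176 and 23, which shows no stability because the list was itself chosen from these samples. The fit with the bird as a block gave 111, 166 and 19 DELs. All 6 birds showed the direction of Table S1 in 131, 179 and 23 DELs. In the tissue with the lower expression, 8, 29 and 5 DELs had at most 3 counts in each sample. The same test on transcript counts was restricted to the lncRNA transcripts that Tables S1–S4 list for the DELs. Of 257 listed transcripts in “epididymis/testis”, 157 were tested and 73, from 68 loci, passed the threshold in the direction of Table S1. Of 343 in “ductus deferens/testis”, 201 were tested, 111 passed it and 1 passed it in the opposite direction (a transcript of MSTRG.14171, named after its values were seen). Of 77 in “epididymis/ductus deferens”, 28 were tested and 10, from 8 loci, passed it. With the bird as a block, 11, 36 and 0 transcripts passed the threshold, and 112, 151 and 18 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test.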

Potential interactions between all identified DEGs and DELs within each comparison were analyzed (Tables S2–S4), but only relations with DEGs involved in sperm motility processes, described in detail by Słowińska et al. [5], were further visualized, described and discussed (Table 3, Figure 4). Several CIS-relations were detected between DEGs and DELs (Table 4), but no such relation was found for genes involved in sperm motility. This is why these results were presented as supplementary data and are not discussed in the manuscript.

**Figure 4:**
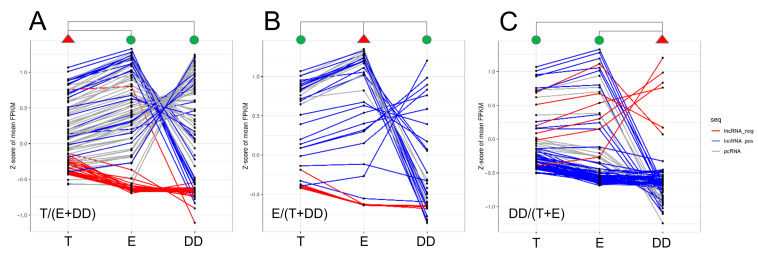
The expression profiles of DELs in three comparisons based on trans-correlated DEGs: (**A**) DEGs of statistically significant expression difference between ductus deferens (DD) and other tissues-testis (T) and epididymis (E), (**B**) epididymis vs. testis and ductus deferens, (**C**) testis vs. epididymis and ductus deferens. The red triangle indicates the tissue against which the expression profiles of the other two tissues (green circles) were compared. The expression profiles of DEGs are presented as grey lines, blue lines are the profiles of positively correlated DELs and red are negatively correlated lncRNAs. Expression profiles (the Z-score values of FPKM-Fragments Per Kilo base of transcript per Million mapped fragments) of all identified DELs are presented as the heatmap in Figure 5.

**Figure 5:**
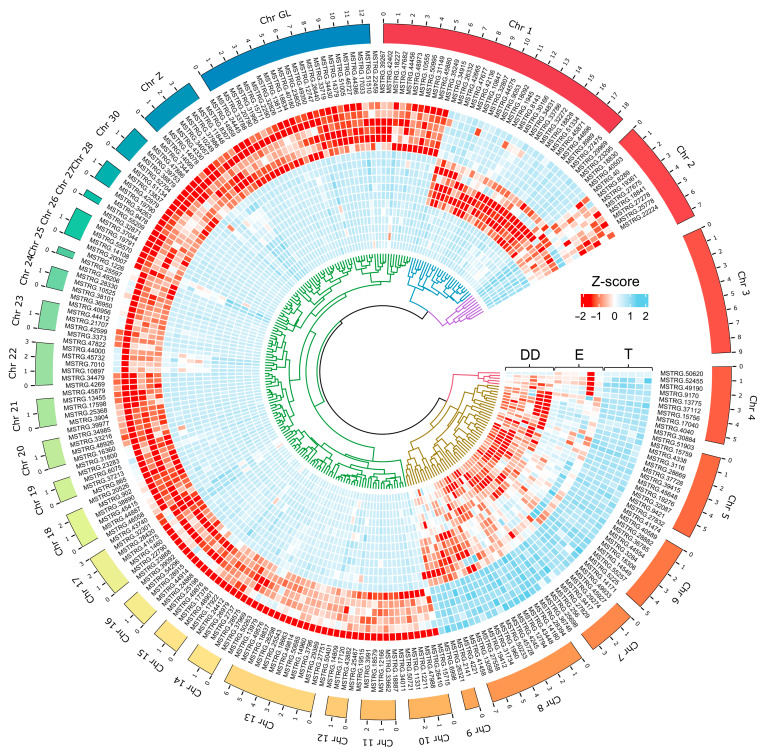
The expression heatmap (the Z-score of the FPKM value) of the identified lncRNAs in each sample of each tissue grouped in the clusters (the dendrogram inside). The outer bars’ length corresponds to the chromosomal distribution of the DELs.

### 2.4. TRANS-Acting Genes

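Over the 12 samples of a comparison, 6 from each tissue, only the number of pairs beyond 0.9 is given, with the number left when each sample was centred on the mean of its tissue. Pairs were formed between the DELs of Table S1 and all genes differentially expressed in the same comparison. In “epididymis/testis”, 130801 of 1404456 pairs (9.31%) had a Pearson coefficient beyond 0.9 in either direction, and 31165 (2.22%) after centring. In “ductus deferens/testis” the numbers were 216731 of 2237508 pairs (9.69%) and 49282 (2.20%). In “epididymis/ductus deferens” they were 7245 of 29700 pairs (24.4%) and 921 (3.10%). Of the pairs printed in the supplementary tables that could be read, 1123 of 1999 in “epididymis/testis” (56.2%), 1171 of 1999 in “ductus deferens/testis” (58.6%) and 551 of 759 in “epididymis/ductus deferens” (72.6%) were beyond 0.9 on TMM-normalized CPM. All of them had the sign given in the tables.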

Analyses of the correlation of expression profiles resulted in 33,315 unique relations between DEGs and DELs. 

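Of the genes listed in Table 3, 24 could be matched to a gene of the count data by the names in the supplementary tables. Paired with the DELs of each comparison, they gave 230 of 3335 pairs beyond 0.9 in “epididymis/testis” (195 positive and 35 negative, 95 DELs), 433 of 4368 in “ductus deferens/testis” (378 positive and 55 negative, 149 DELs) and 189 of 599 in “epididymis/ductus deferens” (all positive, 25 DELs). After centring on the tissue means, 49, 107 and 31 of these pairs stayed beyond 0.9. On the log2 scale the numbers rose to 773, 1746 and 361, the largest among the alternatives tried, with 298 positive and 475 negative in “epididymis/testis”, 1015 and 731 in “ductus deferens/testis” and 333 and 28 in “epididymis/ductus deferens”. With Spearman's coefficient the numbers were 101, 183 and 57, with 51 positive and 50 negative, 116 and 67, and 50 and 7 in the same order. These are different sets of pairs, and the sign of the same pair was not followed across scales.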

By limiting the results to the relationships between DELs and genes associated with the processes responsible for sperm motility 519 (32 DELs with 78 DEGs), 749 (72 DELs with 85 DEGs) and 99 (7 DELs with 28 DEGs) correlations were detected, respectively, in “epididymis/testis”, “ductus deferens/testis” and “epididymis/ductus deferens” comparison (Table 4). Detailed information about the types of relationships between individual protein-coding genes and DELs is presented in Tables S2–S4, and the summary of these relations for genes associated with sperm motility is available in Table S5.

The number of trans-correlations between DELs and DEGs involved in the DD/(T + E) group of sperm motility processes (the processes enriched for genes of significantly different expression between ductus deferens and both other tissues) was 229 (blue links—positive correlations and red—negative correlations in Figure S1A). 

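The comparisons of testis with ductus deferens and of epididymis with ductus deferens concern 14 genes of Table 3 in the group DD/(T + E), and 10 of them were matched: ARMC4, CCDC40, DNAH7, LRRC6, ZMYND10, NDC80, PLK4, RSPH9, TTC26 and CFAP69. All 10 were differentially expressed in both comparisons and lower in the ductus deferens, with the adjustment over all genes and over the listed genes alone. The fit with the bird as a block gave 7 of 10, and NDC80, PLK4 and TTC26 had an adjusted p of 0.0141, 0.0101 and 0.0111 in “epididymis/ductus deferens” with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest difference in “epididymis/ductus deferens” was that of ARMC4, with a log2 fold change of 8.14 (standard error 0.82, adjusted p = 2.91e-05 from the same edgeR test). LRRC6 fell from 96.9 ± 21.3 CPM (SD, n = 6) in the epididymis to 0.410 ± 0.382 CPM (SD, n = 6) in the ductus deferens, with a log2 fold change of 7.89 (standard error 0.78). The smallest was that of TTC26, with 33.3 ± 7.42 CPM (SD, n = 6) in the epididymis, 11.1 ± 2.9 CPM (SD, n = 6) in the ductus deferens and a log2 fold change of 1.59 (standard error 0.25, adjusted p = 0.000804 from the same edgeR test).

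**Figure D2:**
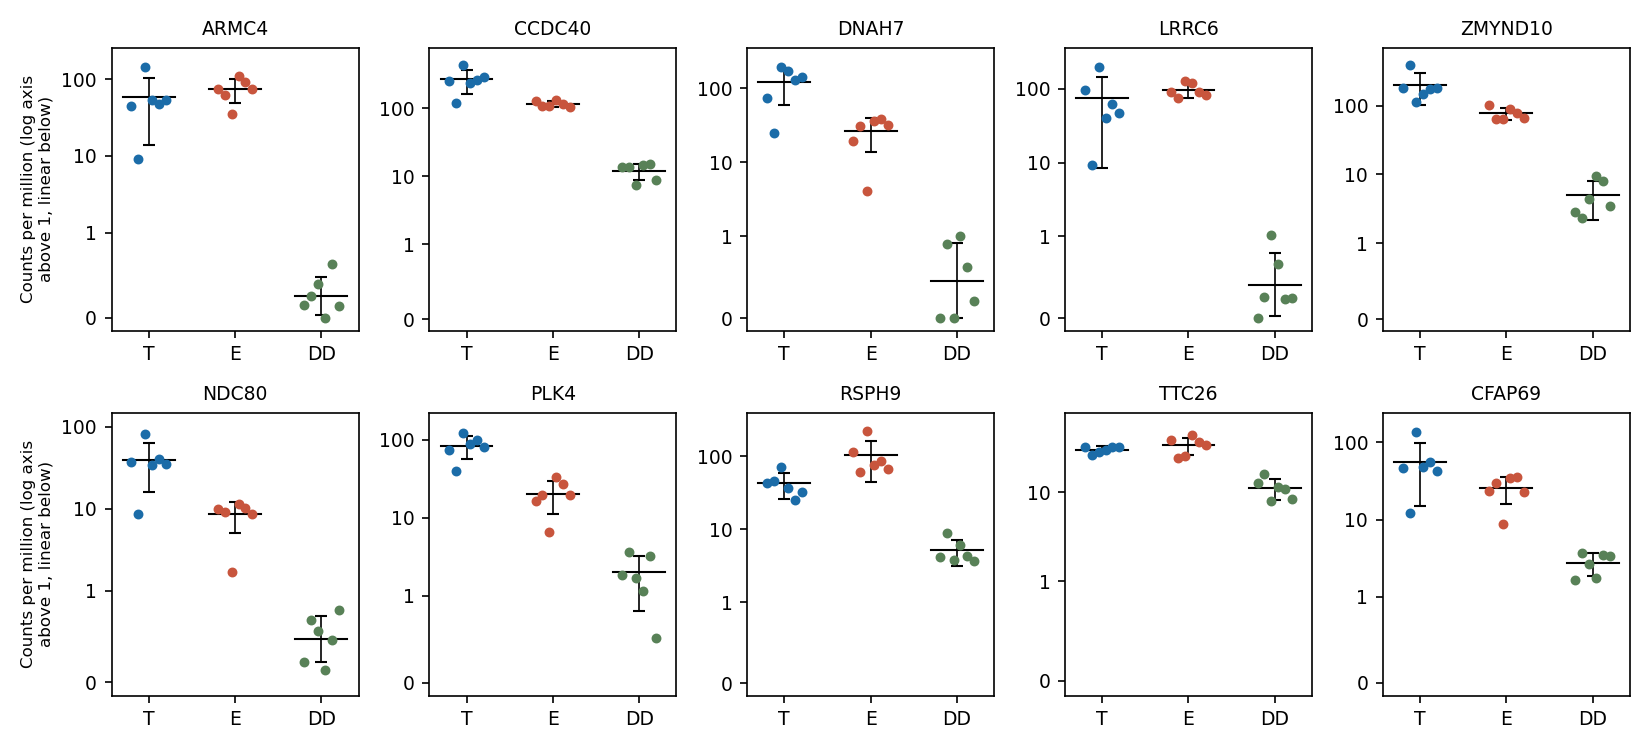
Expression of the 10 matched genes of the group DD/(T + E) in the testis (T), the epididymis (E) and the ductus deferens (DD), in CPM on an axis that is logarithmic above 1 and linear below. Each point is 1 bird, black lines are the means of 6 birds and error bars are the SD; the mean of each gene is lowest in the ductus deferens, from 0.263 CPM in ARMC4 to 12.1 CPM in CCDC40.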

Fourteen DEGs (the middle column in Figure 6 and grey lines in Figure 4A) were associated with six processes (microtubule cytoskeleton organization, microtubule-based movement, flagellated sperm motility, axonemal dynein complex assembly, outer and inner dynein arm assembly) showing statistically significant co-expression with 70 DELs (blue and red lines in Figure 4A and the third column in Figure S1A). 

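Table 3 lists 11 genes for the group E/(T + DD), and 8 were matched: CDHR2, CLGN, LRP2, PLA2G12B, CDH20, DNAH5, HNF4A and RDH10. All 8 were higher in the epididymis than in the testis and than in the ductus deferens and passed the threshold in both comparisons, also with the bird as a block. Relative to the testis, the log2 fold change (testis over epididymis) ranged from -7.09 in DNAH5 (standard error 0.83, adjusted p = 1.81e-05) to -2.47 in CLGN (standard error 0.50, adjusted p = 0.000906), both with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Relative to the ductus deferens, it ranged from 2.60 in RDH10 (standard error 0.52, adjusted p = 0.00501) to 10.61 in DNAH5 (standard error 1.27, adjusted p = 0.000112) with the same edgeR test. HNF4A reached 122 ± 80.9 CPM (SD, n = 6) in the epididymis against 2.92 ± 1.38 in the testis and 0.403 ± 0.294 in the ductus deferens. The counts of CLGN cover the whole locus MSTRG.34831, and 0.211% of its counts in the epididymis and the ductus deferens lay on the lncRNA transcripts listed for it.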

Eleven genes of significantly different expression between the epididymis and other two tissues (group E/(T + DD)), associated with three processes (calcium ion binding, lipid metabolism and reproductive process), have significant co-expression with 29 DELs (Figure 4B and Figure 6A) by 88 relations. 

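For the group T/(E + DD), Table 3 lists 59 gene names, of which 6 were matched: ARPC5, SPTBN1, CAT, SLC15A1, SLC34A2 and KRT19. Of these, 4 passed the threshold in both comparisons with the testis, ARPC5, SPTBN1, CAT and SLC15A1, and all 4 were lower in the testis. CAT was at 10.2 ± 4.57 CPM (SD, n = 6) in the testis, 698 ± 153 in the epididymis and 88.5 ± 25.4 in the ductus deferens, with log2 fold changes of -6.12 (standard error 0.44, adjusted p = 3.99e-07) and -3.08 (standard error 0.38, adjusted p = 1.5e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SLC15A1 was at 8.91 ± 3.20 CPM in the testis and 34.7 ± 26.3 CPM in the epididymis (SD, n = 6), and its log2 fold change of -1.98 lost the call with the bird as a block (adjusted p = 0.00349 without the block and 0.0312 with it, same edgeR test). With the block, 3 of the 6 genes passed the threshold in both comparisons. SLC34A2 and KRT19 did not differ between testis and epididymis beyond the spread of the birds (log2 fold change -1.20 and -0.53, adjusted p = 0.0618 and 0.298, same edgeR test), while both were lower in the testis than in the ductus deferens (-3.33 and -5.18, adjusted p = 9.32e-07 and 1.51e-06). KRT19 stood at 25.3 CPM in the testis of bird 11 and between 11.7 and 16.0 CPM in the other testes.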

Genes that differ in expression between testis and other analyzed tissues (55 genes) were engaged in 12 processes related to sperm motility (six actin building processes, protein phosphorylation, apoptosis, response to stress, estrogen and oxygen-containing compounds and cation symporter activity) and showed 644 co-expression relations with 48 DELs (Figure 4C and Figure S1A). Almost all genes within each process showed a high and statistically significant correlation of expression with DELs. 

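Of the 24 matched genes of Table 3, 18 had at least 1 DEL beyond 0.9 over the 12 samples in “epididymis/testis”, 22 in “ductus deferens/testis” and 16 in “epididymis/ductus deferens”. With the samples centred on their tissue means, 19, 15 and 9 genes had at least 1 such DEL. Within a single tissue (6 samples), pairs beyond 0.9 numbered 228 and 179 among the DELs of “epididymis/testis” in the testis and the epididymis. Among the DELs of “ductus deferens/testis” they numbered 288 in the testis and 67 in the ductus deferens, and among those of “epididymis/ductus deferens” 47 in the epididymis and 12 in the ductus deferens.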

There were only a few genes without such co-expression. This is why the knowledge of each relationship should be extensively studied and enriched by additional analyses.

### 2.5. Direct Interactions

A total of 3101 RNA-RNA interactions were identified between 124 transcripts (50 DEGs) and 188 lncRNAs in the T/(E + DD) group (Figure S1B). Moreover, 796 potential interactions between 25 transcripts of 10 DEGs and 173 lncRNAs in the group E/(T + DD) (Figure 6B) were discovered. A total of 607 unique interactions between 26 transcripts of 14 DEGs and 163 lncRNAs were distinguished in the DD/(E + T) group (Figure S2B). The direct RNA–protein interactions’ analyses resulted in 5951 highly probable relations between 42 proteins (20 DEGs) and 338 lncRNAs in the T/(E + DD) group, 1089 results for 255 lncRNAs and nine targets (4 DEG) lncRNAs in the group E/(T + DD) and 757 interactions between 154 lncRNAs and eight protein sequences (3 DEGs). All detailed data on the interactions are stored in Table S5. The genes that showed the potential for RNA-RNA interactions (and co-expressing) but did not interact in protein type-RNA with DELs in the group DD/(T + E) were: *DNAH7* and *ZMYND10*; in group E/(T + DD), these genes included *DNAH5*, *CDHR2*, *CDH20;* and, in the T/(E + DD) group, these genes were: *SDCBP*, *CTB1*, *FAT1*, *TWF1*, *ACVR1*, *ARPC5*, *NEDD9*, *MET*, *SORBS1*, *ATP1A1*, *KRT19*. The genes that showed the potential for RNA-protein but not RNA–RNA interactions in the DD/(T + E) group were: *PLK4* and *LRRC6* in group E/(T + DD) are *CLGN,* and in the group T/(E + DD) were: *PACSIN2* and *POF1B*. The *CCDC40* gene was detected in all analyzed types of correlations and interactions in the group DD/(T + E), *LRP2* in group E/(T + DD), and the genes that showed all co-expression, RNA–RNA and RNA–protein interactions were: *SLC9A3R1*, *SLIT2*, *GATA3*, *NET1*, *GSN*, *SPRY2*, *PDLIM3*, *BAG3*, *EVL*, *APP* and *EZR*. The analyses of functional annotations using STRING resulted in 27 nodes and 21 edges with a *p*-value equal to 1.41 × 10^−5^ (see Figure 7).

### 2.6. Real-Time PCR-Validation of the Expression of Selected lncRNAs

The real-time PCR analysis, in all cases, confirmed the NGS expression levels of selected lncRNAs in turkey testis, epididymis and ductus deferens (Figure 8).

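The 4 lncRNAs of Figure 8 were followed in the counts. MSTRG.17922 (chromosome 16, 13438747 to 13523464) was at 496 ± 213 CPM (SD, n = 6) in the testis, 19.4 ± 3.75 in the epididymis and 3.53 ± 1.29 in the ductus deferens, with 910 CPM in the testis of bird 11 and 350 to 525 in the other testes. MSTRG.6075 (chromosome 1, 120186257 to 120246337) was at 176 ± 84.7 CPM in the testis, 70.0 ± 9.85 in the epididymis and 17.6 ± 5.53 in the ductus deferens (SD, n = 6). Its difference between testis and epididymis did not pass the threshold (log2 fold change 1.28, standard error 0.40, adjusted p = 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 of 6 birds higher in the testis). The difference between epididymis and ductus deferens did (log2 fold change 2.01, standard error 0.24, adjusted p = 9.6e-05 from the same test, and 0.0036 with the bird as a block). MSTRG.8989 (chromosome 1, 185026867 to 185080215) was at 7.70 ± 3.85 CPM in the testis, 281 ± 149 in the epididymis and 39.8 ± 13.8 in the ductus deferens (SD, n = 6). The epididymis of bird 12 had 1.75 CPM of it and the other epididymides 269 to 412. Testis and epididymis differed in MSTRG.8989 (log2 fold change -5.28, standard error 0.88, adjusted p = 0.000234 from the same edgeR test, and 0.0102 with the block), and epididymis and ductus deferens did not at the threshold (2.83, standard error 0.75, adjusted p = 0.0272, and 0.234 with the block). MSTRG.25698 (chromosome 21, 385 to 837041) was at 4.91 ± 4.87 CPM in the testis, 26.1 ± 6.74 in the epididymis and 36.4 ± 15.8 in the ductus deferens (SD, n = 6). In 1 bird each, MSTRG.25698 stood apart, with 14.2 CPM in the testis of bird 11 against 1.85 to 6.43 and 39.0 CPM in the epididymis of bird 2 against 20.7 to 26.9. It was lower in the testis than in the epididymis and the ductus deferens in 6 of 6 birds (log2 fold change -2.50 and -2.87, adjusted p = 0.0013 and 0.00045 from the same edgeR test), and the latter tissues did not differ beyond the spread of the birds (-0.47, adjusted p = 0.383).

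**Figure D3:**
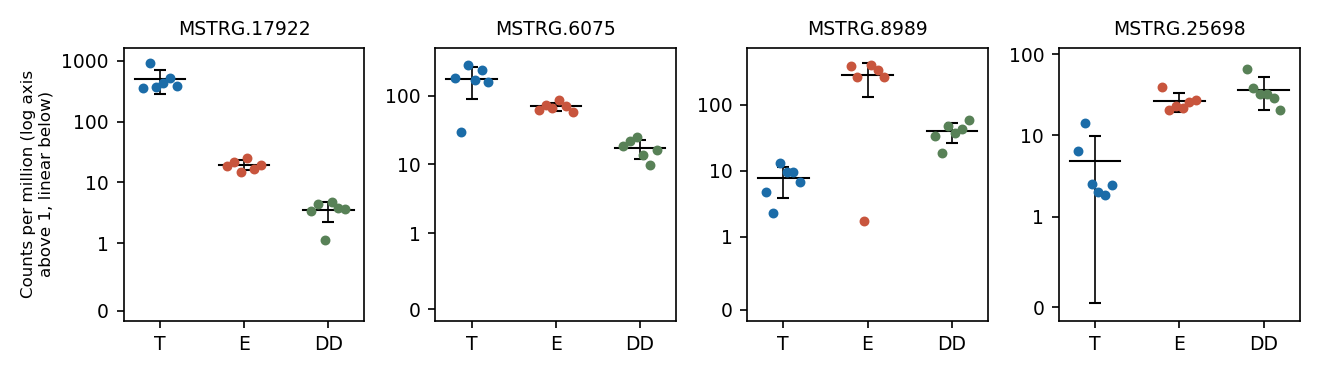
Expression of MSTRG.17922, MSTRG.6075, MSTRG.8989 and MSTRG.25698 in the testis (T), the epididymis (E) and the ductus deferens (DD), in CPM on an axis that is logarithmic above 1 and linear below. Each point is 1 bird, black lines are the means of 6 birds and error bars are the SD; the means of MSTRG.17922 and MSTRG.6075 are highest in the testis (496 and 176 CPM), that of MSTRG.8989 in the epididymis (281 CPM) and that of MSTRG.25698 in the ductus deferens (36.4 CPM).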

## 3. Discussion

In this study, lncRNAs were identified in the transcriptome of three turkey tissues, i.e., testes, epididymis and ductus deferens. In particular, the study focused on the analysis of lncRNAs, which can regulate the activity of genes and proteins involved in sperm motility. The present studies are a continuation of the Slowińska et al. [5] study. However, the current studies are the first attempt to identify and analyze the differences in the expression of lncRNAs that may have the potential to regulate sperm motility.

Among all 4391 identified lncRNAs, 139, 182 and 25 DELs were discovered in the following cases: “epididymis/testis”, “ductus deferens/testis” and “epididymis/ductus deferens”, respectively. The study analyzed the distance relations (CIS), co-expression (TRANS), RNA–RNA and protein–RNA direct interactions between DELs and DEGs for each comparison. Based on these results, lncRNAs were indicated which may regulate processes related to sperm motility. The results obtained from the OMICS study may be useful to describe and characterize the way that lncRNAs regulate genes and proteins as well as signaling pathways related to sperm motility.

### 3.1. The Regulations between Testes and Post-Testicular Areas of Spermatogenesis

#### Testes (Group T/(E + DD))

The evidence indicates that testicular and post-testicular development of sperm varies substantially [37]. Consistent with previous results [5], the differences in the expression of DELs between studied tissues were observed. The abundance and diversity of the revealed DELs with strong and statistically significant correlations as well as potential interactions suggest that lncRNAs may play an important role in the genetic background by determining differences in processes associated with sperm maturation and motility, as well as the entire spermatogenesis. The genes that had significant differences in expression between the testis and epididymis and ductus deferens revealed the potential for interaction with lncRNA and thus the ability to regulate spermatogenesis processes in turkey. The current study identified lncRNAs that may affect mentioned genes involved in the spermatogenesis, in particular those related to sperm motility. 

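ARPC5 (MSTRG.10031) was at 53.9 ± 11.5 CPM (SD, n = 6) in the testis, 194 ± 73.0 in the epididymis and 225 ± 51.4 in the ductus deferens. Between testis and ductus deferens the log2 fold change was -2.03 (standard error 0.23, adjusted p = 7.24e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00025 with the bird as a block). Between testis and epididymis it was -1.87 (standard error 0.27, adjusted p = 8.19e-05 from the same test, and 0.0027 with the block). In both comparisons 6 of 6 birds had the lower value in the testis. Epididymis and ductus deferens did not differ beyond the spread of the birds (log2 fold change -0.21, adjusted p = 0.723 from the same edgeR test). The epididymis of bird 12 had 338 CPM of ARPC5 and the other epididymides 142 to 194. With each bird left out in turn, the log2 fold change stayed between -2.20 and -1.92 for the ductus deferens and between -2.05 and -1.47 for the epididymis.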

One such gene whose activity is differentially regulated between the testes and the ductus deferens that may be crucial in sperm motility is *ARPC5* (short names of genes and macromolecules are explained in the Abbreviations section). ARPC5 takes part in actin polymerization, essential for sperm motility and capacitation processes. Moreover, it acts through the actin nucleation for the production of the actin filaments. The ARP2/3 complex consists of the two proteins ARP2 and ARP3 and five additional subunits ARPC1-5 [38,39]. ARP2 and ARP3 are the core of the mechanism that catalyzes the nucleation of actin fibers by ATP hydrolysis [40,41,42], while the remaining subunits stabilize the ARP2/3 complex [43]. The ARP2/3 complex plays a pivotal role in the regulation of sperm function and male fertility through actin polymerization [44]. The authors’ research of both co-expression analyses and direct RNA–RNA interactions revealed that the *ARPC5* gene may be regulated by numerous lncRNAs. Both positive and negative co-expression was confirmed in the testis vs. epididymal (Table S3) and testis vs. ductus deferens comparisons (Table S2). However, in the case of direct interactions, a potential interplay was demonstrated only at the RNA-RNA level, and *ARPC5* has a high probability of interacting with more than 60 DELs, and 18 of those DELs have the potential to interact only with the *ARPC5* (Figure S1).

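For the gene and lncRNA pairs discussed in the text, the relation was computed within each tissue over the 6 birds, with two-sided exact permutation tests over the 720 orders of the birds. This gave 32 relations, and a further 10 could not be computed because the lncRNA was at or under 3 counts in every sample of the tissue. No relation passed the Benjamini-Hochberg adjustment over the 32, with a smallest adjusted p of 0.222 for Pearson's and 0.267 for Spearman's coefficient in the exact permutation tests. The smallest p that 720 orders can give is 0.00139 for Pearson's and 0.00278 for Spearman's coefficient, so with the latter a single relation among 32 could not have passed 0.05 after the adjustment. In the testis, ARPC5 and MSTRG.13455 had r = -0.215 (exact permutation p = 0.686, adjusted 0.83), rho = -0.0286 (exact permutation p = 1) and r = -0.185 without the 2 birds farthest from the median. In the epididymis and the ductus deferens MSTRG.13455 had no counts. ARPC5 and MSTRG.34057 had r = 0.468 in the testis (exact permutation p = 0.322, adjusted 0.542), with rho = 0.143 (exact permutation p = 0.803) and r = 0.394 without 2 birds. In the epididymis r was -0.938 (exact permutation p = 0.0431, adjusted 0.23) and rho was -0.771 (exact permutation p = 0.103, adjusted 0.548). Without the 2 birds farthest from the median this r was -0.131, so the relation rests on those birds. In the ductus deferens r was 0.110 (exact permutation p = 0.854), rho was -0.257 (exact permutation p = 0.658) and r without 2 birds was -0.124.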

The current results identified two lncRNAs (*MSTRG.13455* and *MSTRG.34057*) that had a negative correlation with the expression of *ARPC5*. This phenomenon indicated that the expression of *MSTRG.13455* and *MSTRG.34057* in the testicles was higher than in other tissues. In contrast, the direct interaction of those lncRNAs has been demonstrated with other genes related to sperm motility, i.e., *SPTBN1*, *NEDD9*, *CGNL1* and *MYH11*.

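MSTRG.13455 (chromosome 12, 13906168 to 13924415) was at 4.92 ± 1.01 CPM (SD, n = 6) in the testis, with 300 to 771 counts per bird, and had 0 counts in all samples of the epididymis and the ductus deferens. Against the limit of 3 counts, its expression in the testis was at least 61.0-fold higher than in the epididymis (adjusted p = 1.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00532 with the bird as a block). It was at least 87.9-fold higher than in the ductus deferens (adjusted p = 2.2e-06 from the same test, and 0.00156 with the block). MSTRG.34057 (chromosome 30, 1929 to 778569) was at 36.9 ± 6.35 CPM in the testis, 21.3 ± 7.59 in the epididymis and 10.6 ± 2.93 in the ductus deferens (SD, n = 6). It was higher in the testis than in the ductus deferens, with a log2 fold change of 1.83 (standard error 0.26, adjusted p = 4.89e-05 from the same edgeR test, and 0.000784 with the block). The log2 fold change between testis and epididymis was 0.72 (standard error 0.34, adjusted p = 0.0934 from the same edgeR test, and 0.119 with the block) and did not pass the threshold. However, 6 of 6 birds were higher in the testis. The two-sided exact permutation test of the 2 tissues, which ignores the pairing by bird, gave p = 0.00433 without adjustment.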

SPTBN1 connects the cell membrane with the actin cytoskeleton and plays a role in determining the shape of the cells, transmembrane protein distribution and organization of organelles [45]. The current research indicates that the SPTBN1 protein can directly interact with a few identified lncRNAs (*MSTRG.13455*, *MSTRG.34057*, *MSTRG.35249*, *MSTRG.45880*). 

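MSTRG.35249 (chromosome 4, 20704780 to 20707559) was at 6.54 ± 1.13 CPM (SD, n = 6) in the testis, 1.30 ± 0.584 in the epididymis and 0.763 ± 0.274 in the ductus deferens. The log2 fold change of testis over epididymis was 2.30 (standard error 0.45, adjusted p = 0.000675 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lost the call with the bird as a block (adjusted p = 0.0118). Over ductus deferens it was 3.13 (standard error 0.38, adjusted p = 1.35e-05 from the same test, and 0.000668 with the block). MSTRG.45880 (chromosome 8, 34155185 to 34158441) was at 2.04 ± 0.422 CPM (SD, n = 6) in the testis. It had counts in 1 epididymis, with 9 counts (0.071 CPM) in bird 11 and 0 in the others, and at most 2 counts in the ductus deferens. Its log2 fold change of testis over epididymis was 6.94 (standard error 1.24, adjusted p = 0.000379 from the same edgeR test, and 0.0024 with the block). The size of this change is uncertain, at 8.90 with the block and from 6.58 to 10.63 with each bird left out in turn. In the testis MSTRG.45880 was at least 36.5-fold higher than in the ductus deferens (adjusted p = 4.77e-06 from the same edgeR test, and 0.000388 with the block). SPTBN1 (MSTRG.19745) was at 56.8 ± 25.5 CPM in the testis, 347 ± 131 in the epididymis and 338 ± 80.0 in the ductus deferens (SD, n = 6), with 88.2 CPM in the epididymis of bird 12 and 359 to 455 in the others. It was lower in the testis than in the epididymis (log2 fold change -2.68, adjusted p = 0.000254 from the same edgeR test, and 0.00349 with the block) and than in the ductus deferens (-2.54, adjusted p = 2.59e-05, and 0.000428 with the block). Within the testis, SPTBN1 and MSTRG.45880 had r = -0.84 (exact permutation p = 0.0403, adjusted 0.23), rho = -0.886 (exact permutation p = 0.0333, adjusted 0.356) and r = -0.874 without 2 birds. Within the epididymis, where MSTRG.45880 had counts in 1 bird, they had r = 0.405 and rho = 0.655 (exact permutation p = 0.333 for both). SPTBN1 and MSTRG.35249 had r = -0.585 in the testis (exact permutation p = 0.224), -0.932 in the epididymis (exact permutation p = 0.0375, adjusted 0.23) and -0.451 in the ductus deferens (exact permutation p = 0.389). The corresponding rho was -0.429, -0.714 and 0.0286 (exact permutation p = 0.419, 0.136 and 1), and r without 2 birds was -0.689, -0.628 and 0.865. SPTBN1 and MSTRG.34057 had r = 0.229, 0.844 and 0.042 in the testis, epididymis and ductus deferens (exact permutation p = 0.726, 0.147 and 0.915), with rho = 0.6, 0.143 and 0.0286 (exact permutation p = 0.242, 0.803 and 1). Without 2 birds these r were 0.882, -0.902 and -0.41, so the one in the epididymis changed its sign. SPTBN1 and MSTRG.13455 had r = 0.384 in the testis (exact permutation p = 0.442) with rho = 0.486 (exact permutation p = 0.356) and r = 0.802 without 2 birds.

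**Figure D4:**
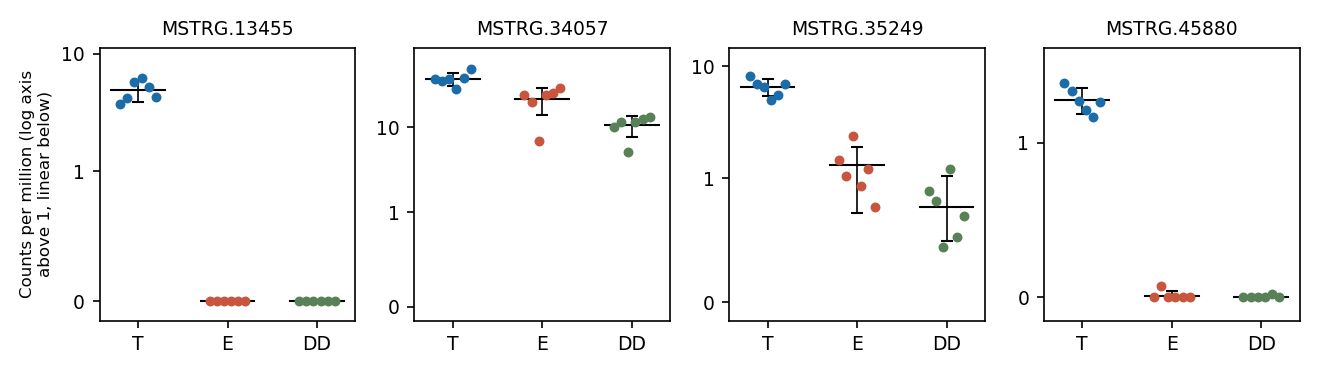
Expression of MSTRG.13455, MSTRG.34057, MSTRG.35249 and MSTRG.45880 in the testis (T), the epididymis (E) and the ductus deferens (DD), in CPM on an axis that is logarithmic above 1 and linear below. Each point is 1 bird, black lines are the means of 6 birds and error bars are the SD; the mean of each lncRNA is highest in the testis, and MSTRG.13455 has 0 counts outside it.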

The expression of the aforementioned lncRNAs was elevated in the testes, but the RNA–protein interaction may take place in the area of further stages of spermatogenesis, which is suggested by the negative correlation of expression. It was also shown that *MSTRG.13455*, *MSTRG.31149*, *MSTRG.35249* lncRNAs can directly interact with CGLN1 protein. The physiological expression profile of *CGNL1* plays a key role in testes development through the differentiation and dynamics of the Sertoli cell cytoskeleton. Moreover, non-disturbed expression and full activity of the CGLN1 are required for the appropriate flow of spermatogenesis [46]. In turn, NEDD9 regulates actin dynamics through cortactin deacetylation [47].

In this research, it was hypothesized that *LEF1* may be regulated by lncRNA on both RNA–RNA and RNA–protein levels. The *LEF1* is involved in the apoptotic process and is an important member of the Wnt/β-catenin signaling pathway. Moreover, it was reported that *LEF1* may contribute to the arrest of spermatogonial differentiation [48]. *ANXA1* plays diversified roles in cell functioning. It affects cell proliferation and differentiation as well as plasma membrane repair and apoptosis [49]. The expression level of *ANXA1* is related to semen DNA fragmentation, making it a possible new biomarker for sperm DNA quality [50]. Both *NRP1* and its cooperation with *VEGFA* are critical for vascular development in various angiogenic processes. It is known that *NRP1* enhances signal transduction of *VEGFA* isoforms. It is suggested that decreased expression of the *NRP1* in Sertoli cells may inactivate *VEGFA* and thus ultimately hinder the establishment and proliferation of the spermatogonial stem cells (SSCs), leading to an imbalance between undifferentiated spermatogonia self-renewal, differentiation and impaired spermatogenesis [51]. The SSCs may also be regulated by *ITGB1* as an indirect way of response to androgens that involves interaction with E-cadherin on SSCs to regulate its fates [52,53]. Furthermore, *SORBS1* is associated with the proper function of microtubules and cytoskeleton structure. Moreover, it can also be involved in the formation of multinuclear round spermatids and the formation of mature sperm [54]. Stöckl et al. revealed that *CNN3* regulates the actin cytoskeleton and is involved in cell fusion and myogenesis. However, its specific function in spermatogenesis is still unknown [55]. Nevertheless, it may be speculated that *CNN3* may be engaged in cytoskeletal dynamics and the dramatic transformation that the SSCs undergo to ultimately produce highly specialized spermatozoa [56]. *NET1* is also involved in the control of the cell cycle, and through regulation of rearrangements of actin, cytoskeleton can control cell motility [57,58]. The methylation and expression level of *GATA3* can affect sperm motility and male fertility status [59]. *MICAL2* covalently modifies and affects actin [60] and, due to its interactions with cas proteins, may regulate integrin-mediated cell adhesion and cytoskeletal organization [61].

Differentially expressed lncRNAs detected between analyzed turkey male reproductive tissues have the potential to regulate the aforementioned genes. Moreover, the current results indicated that lncRNAs may have the potential for multilevel regulation of actin and cytoskeleton modifications, as well as basic cell functions including proliferation and differentiation. Furthermore, these processes and functions are known to be crucial for appropriate sperm production; however, the current research gives an in-depth picture of how they may be regulated.

### 3.2. Post-Testicular Development

#### 3.2.1. Epididymis (Group E/(T + DD))

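Of the 246 DELs of Table S1, 5 are listed there as higher in the epididymis than in the testis and than in the ductus deferens: MSTRG.13098 (AQP9), MSTRG.18092, MSTRG.34831 (CLGN), MSTRG.42136 and MSTRG.47677. By the comparisons of all genes, 22 of the 246 were higher in the epididymis than in each of the other two tissues, the 5 among them, and 13 with the bird as a block. AQP9 (chromosome 12, 6743512 to 6771931) was at 29.1 ± 4.70 CPM (SD, n = 6) in the epididymis, 0.756 ± 0.439 in the testis and 10.5 ± 2.22 in the ductus deferens. Its log2 fold change was -5.31 for testis over epididymis (standard error 0.52, adjusted p = 4.25e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.000297 with the bird as a block). For epididymis over ductus deferens it was 1.48 (standard error 0.22, adjusted p = 0.000633 from the same test, and 0.0137 with the block). MSTRG.18092 (chromosome 16, 15108146 to 15567296) was at 313 ± 167 CPM in the epididymis, 4.50 ± 1.52 in the testis and 2.34 ± 1.59 in the ductus deferens (SD, n = 6). Its log2 fold change was -6.18 for testis over epididymis (standard error 0.49, adjusted p = 8.69e-07 from the same edgeR test) and 7.07 for epididymis over ductus deferens (standard error 0.61, adjusted p = 1.02e-05), with 6 of 6 birds in the same direction in both. CLGN (chromosome 4, 10020220 to 10038081) was at 391 ± 113.4 CPM in the epididymis, 75.0 ± 57.1 in the testis and 19.7 ± 9.37 in the ductus deferens (SD, n = 6). These counts cover the whole locus, and the lncRNA transcripts listed for MSTRG.42136 and AQP9 held 18.2% and 97.6% of the counts of their loci in the epididymis and the ductus deferens.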

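MSTRG.45728 (chromosome 8, 30179977 to 30186440) was at 9.94 ± 4.46 CPM (SD, n = 6) in the testis, 39.9 ± 4.17 in the epididymis and 50.4 ± 1.44 in the ductus deferens, with 48.0 CPM in the epididymis of bird 12 and 36.8 to 40.3 in the others. Testis and epididymis differed (log2 fold change -2.05, standard error 0.39, adjusted p = 0.000672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00634 with the bird as a block). Epididymis and ductus deferens did not at the threshold (-0.33, standard error 0.15, adjusted p = 0.221 from the same test). However, 6 of 6 birds were lower in the epididymis and the tissues did not overlap (36.8 to 48.0 against 48.2 to 51.9 CPM, unpaired two-sided exact permutation p = 0.00216). MSTRG.39415 (chromosome 5, 45799694 to 46841092) was at 1.38 ± 0.871 CPM in the testis, 40.1 ± 21.7 in the epididymis and 108 ± 32.9 in the ductus deferens (SD, n = 6), where bird 12 had 174 CPM and the others 87.4 to 106. The log2 fold change of testis over epididymis was -4.91 (standard error 0.59, adjusted p = 2.27e-05 from the same edgeR test). For epididymis over ductus deferens it was -1.43 (standard error 0.33, 6 of 6 birds lower in the epididymis, unpaired two-sided exact permutation p = 0.00216), with an adjusted p of 0.0123 without the block and 0.00807 with it in the same edgeR test. MSTRG.44914 (chromosome 8, 12540780 to 12741857) was at 290 ± 194 CPM in the testis, 8.86 ± 4.44 in the epididymis and 6.84 ± 2.15 in the ductus deferens (SD, n = 6). It was higher in the testis than in the epididymis (log2 fold change 4.94, standard error 0.62, adjusted p = 3.34e-05 from the same edgeR test, and 0.000168 with the block), and epididymis and ductus deferens did not differ beyond the spread of the birds (0.38, standard error 0.41, adjusted p = 0.701).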

In the epididymis, among all DELs, five lncRNAs were identified with significantly different expressions than in the other two analyzed tissues. Those lncRNAs showed a high potential for direct RNA–protein interactions with multiple proteins. The results indicate that *MSTRG.45728*, *MSTRG.44914* and *MSTRG.39415* may have the ability to directly regulate the activity of the PLA2G12B and CLGN proteins. Moreover, *MSTRG.18092* is likely to interact with PLA2G12B, CLGN, HNF4A and LRP2. The HNF4A is a member of the nuclear transcription factors and contains a conserved nucleic-acid binding domain (Figure 9) [62].

Interestingly, *HNF4A*, *CLGN* and *LRP2* genes can be regulated by lncRNAs at the level of RNA–RNA interactions. Moreover, another two lncRNAs were identified, i.e., *MSTRG.45871* and *MSTRG.47677*, whose expression profiles revealed a high correlation (r > 0.9, *p*-value < 1 × 10^−4^) with the *LRP2*, as well as a high probability of direct interaction with its product. 

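LRP2 (MSTRG.43693) was at 402 ± 90.8 CPM (SD, n = 6) in the epididymis, 9.24 ± 5.73 in the testis and 1.83 ± 1.68 in the ductus deferens. MSTRG.45871 (chromosome 8, 33157560 to 33175888) was at 11.6 ± 4.35 CPM in the epididymis, 1.99 ± 0.606 in the testis and 2.33 ± 1.00 in the ductus deferens (SD, n = 6). MSTRG.47677, on an unplaced scaffold of the genome, was at 2.35 ± 0.490 CPM (SD, n = 6) in the epididymis, with 101 to 301 counts per bird, and had 0 counts in all samples of the testis and the ductus deferens. Testis over epididymis, the log2 fold change of MSTRG.45871 was -2.62 (standard error 0.45, adjusted p = 0.000263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00755 with the bird as a block). Between testis and ductus deferens MSTRG.45871 had a log2 fold change of -0.20 (adjusted p = 0.715 from the same test), which was positive with library-size scaling (0.15), a scaling that moved the median of all genes by 0.32, and without bird 15 (0.11). MSTRG.47677 was at least 56.3-fold higher in the epididymis than in the testis (adjusted p = 2.35e-05 from the same edgeR test, and 0.00809 with the block). Within the tissues, LRP2 and MSTRG.45871 had r = 0.122 in the testis (exact permutation p = 0.793), 0.631 in the epididymis (exact permutation p = 0.194) and 0.741 in the ductus deferens (exact permutation p = 0.115, adjusted 0.369). The corresponding rho was 0.143, 0.6 and 0.657 (exact permutation p = 0.803, 0.242 and 0.175), and r without the 2 birds farthest from the median was -0.894, 0.618 and 0.286. LRP2 and MSTRG.47677 could be compared only in the epididymis, with r = 0.25 (exact permutation p = 0.562), rho = 0.0286 (exact permutation p = 1) and r = 0.461 without 2 birds.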

Possible direct interactions were also identified on the RNA–RNA level with genes such as *DNAH5*, *HEXB*, *CDHR2*, *CDH20*, *HPGDS* and *RDH10*. The *DNAH5* gene product is involved in the assembly of the outer axon dynein arm of flagella or cilia, and a mutation within this gene contributes to a risk of male infertility [63,64]. It is highly possible that any changes in its expression may affect post-testicular sperm maturation. According to available data, *HPGDS* may play a key role in the regulation of the spermatogenesis mechanism [65]. On the other hand, the *HEXB* gene is involved in the binding of the sperm to zona pellucida [45,66], which is crucial for effective fertilization. However, there is no information on those genes’ function in the epididymis. However, taking into consideration that epididymis is important for avian sperm to achieve appropriate quality for fertilizing capacity and motility [5,67], it can be expected that presently identified lncRNAs with multivariate interactions on different levels may have huge potential to regulate the course of the spermatogenesis and sperm maturation.

#### 3.2.2. Ductus Deferens (Group DD/(T + E))

Detailed analysis showed that the processes related to the formation of dynein arms can be regulated by the cross-talk between lncRNA with the following genes: *ARMC4*, *CCDC40*, *DNAH7*, *LRRC6*, *PIH1D3*, *ZMYND10*, *DEUP1*, *NDC80*, *PLK4*, *RSPH9*, *TTC26*, *CFAP221*, *ROPN1L* and *CFAP69*. DEGs associated with inner and outer dynein arm assembly in epididymis were also detected and described in the authors’ previous study [5]. 

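CCDC40 (MSTRG.25127) was at 266 ± 101 CPM (SD, n = 6) in the testis, 117 ± 11.3 in the epididymis and 12.1 ± 3.20 in the ductus deferens. Its log2 fold change of epididymis over ductus deferens was 3.27 (standard error 0.22, adjusted p = 1.54e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.000269 with the bird as a block). In the same comparison the log2 fold change of MSTRG.17922 was 2.47 (standard error 0.34, adjusted p = 0.000327 from the same test, and 0.00343 with the block). That of MSTRG.45871 was 2.32 (standard error 0.41, adjusted p = 0.0023 from the same test, and 0.00559 with the block). Within the epididymis, CCDC40 and MSTRG.17922 had r = 0.469 (exact permutation p = 0.351), rho = 0.143 (exact permutation p = 0.803) and r = -0.596 without the 2 birds farthest from the median. Within the ductus deferens they had r = 0.756 (exact permutation p = 0.0514, adjusted 0.235), rho = 0.6 (exact permutation p = 0.242, adjusted 0.632) and r = 0.204 without 2 birds. Within the testis they had r = -0.747 (exact permutation p = 0.164), rho = -0.543 (exact permutation p = 0.297) and r = -0.328 without 2 birds. CCDC40 and MSTRG.45871 had r = 0.581 in the testis (exact permutation p = 0.224), 0.245 in the epididymis (exact permutation p = 0.643) and 0.467 in the ductus deferens (exact permutation p = 0.329). The corresponding rho was 0.543, 0.0857 and 0.543 (exact permutation p = 0.297, 0.919 and 0.297), and r without 2 birds was -0.00228, -0.00224 and -0.529.

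**Figure D5:**
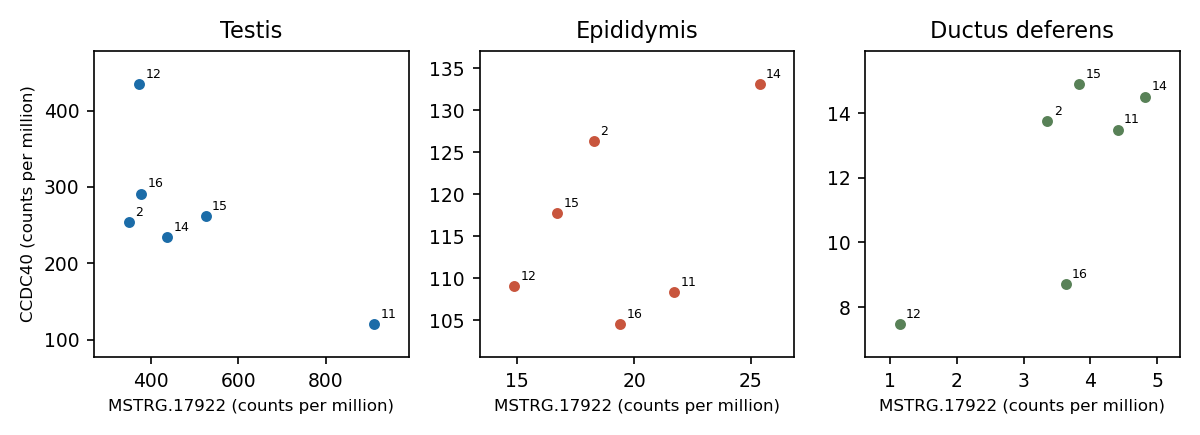
CCDC40 against MSTRG.17922, both in CPM, within the testis, the epididymis and the ductus deferens. Each point is 1 bird with its number; r was -0.747 in the testis, 0.469 in the epididymis and 0.756 in the ductus deferens.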

The high value of the co-expression correlation coefficient between *CCDC40* and lncRNA, which was identified both in the analyses of direct RNA–protein interactions and in the analysis of expression profiles: *MSTRG.17922* (r = 0.97 *p*-value = 1.88 × 10^−7^) and *CCDC40* and *MSTRG.45871* (r = 0.92, *p*-value = 2.18 × 10^−5^), suggest that these two lncRNAs may play a supporting role in the formation of protein complexes of dynein arms (*MSTRG.17922* log_2_(FC) = 2.35 and *MSTRG.45871* log_2_(FC) = 2.65 in comparison DDE). The *ARMC4* gene shows a high co-expression correlation (r = 0.94, *p*-value = 6.26 × 10^−6^) with *MSTRG.1945* lncRNA. This lncRNA is highly overexpressed in the epididymis in relation to the ductus deferens (log_2_(FC) = 10.2). 

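MSTRG.1945 (chromosome 1, 42450848 to 42542368) was at 14.1 ± 6.07 CPM (SD, n = 6) in the epididymis and 3.48 ± 4.08 CPM (SD, n = 6) in the testis, and had at most 3 counts in the ductus deferens. In the epididymis it was at least 253-fold higher than in the ductus deferens (adjusted p = 1.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00177 with the bird as a block), in 6 of 6 birds. In the testis it was at least 62.2-fold higher than in the ductus deferens (adjusted p = 7.09e-05 from the same test). Testis and epididymis did not differ at the threshold (log2 fold change -2.12, standard error 0.71, adjusted p = 0.022 from the same edgeR test). ARMC4 (MSTRG.41022) was at 74.1 ± 24.9 CPM in the epididymis and 58.3 ± 44.3 CPM in the testis (SD, n = 6), where bird 12 had 142 CPM and the others 9.05 to 53.5. Within the epididymis, ARMC4 and MSTRG.1945 had r = 0.947 (exact permutation p = 0.00694, adjusted 0.222), rho = 0.943 (exact permutation p = 0.0167, adjusted 0.267) and r = 0.754 without the 2 birds farthest from the median. Within the testis they had r = 0.904 (exact permutation p = 0.0319, adjusted 0.23), rho = 0.486 (exact permutation p = 0.356) and r = 0.941 without 2 birds. The relation cannot be computed in the ductus deferens.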

The *DNAH7* reflects the potential for direct interaction and co-expression with *MSTRG.47677* lncRNA, which is expressed in the epididymis but not identified in the ductus deferens. It has also been revealed that two lncRNAs characterized by high overexpression in the testes relative to the ductus deferens (*MSTRG.34479*: log_2_(FC) = 3.59 and *MSTRG.40956*: log_2_(FC) − 6.39) depicted very similar expression profile with *DNAH7* (in both cases r = 1 and *p*-value = 9.46 × 10^−7^ and 7.45 × 10^−9^ respectively) and a high potential for direct RNA–RNA interaction. 

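MSTRG.47677 was at least 42.1-fold higher in the epididymis than in the ductus deferens (adjusted p = 0.000114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in 6 of 6 birds. With the bird as a block the adjusted p was 0.0635 and the call was lost. DNAH7 (MSTRG.43174) was at 124 ± 64.1 CPM (SD, n = 6) in the testis, 27.0 ± 13.0 in the epididymis and 0.462 ± 0.454 in the ductus deferens. The log2 fold change of DNAH7 for epididymis over ductus deferens was 5.87 (standard error 1.1, adjusted p = 0.00329 from the same edgeR test, and 0.00649 with the block). Within the epididymis, DNAH7 and MSTRG.47677 had r = -0.0702 (exact permutation p = 0.91), rho = 0.429 (exact permutation p = 0.419) and r = -0.4 without the 2 birds farthest from the median.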

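MSTRG.34479 (chromosome 4, 365419 to 1008268) was at 15.7 ± 4.42 CPM (SD, n = 6) in the testis, 1.91 ± 0.979 in the epididymis and 1.52 ± 0.873 in the ductus deferens. Its log2 fold change of testis over ductus deferens was 3.39 (standard error 0.41, adjusted p = 1.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.000207 with the bird as a block). MSTRG.40956 (chromosome 6, 14165492 to 14307552) was at 16.6 ± 9.59 CPM in the testis, 0.636 ± 0.588 in the epididymis and 0.189 ± 0.293 in the ductus deferens (SD, n = 6). Bird 12 had 34.6 CPM of it in the testis against 6.29 to 16.3 in the others, and bird 15 had 0.762 CPM in the ductus deferens against 0 to 0.216. Testis over ductus deferens, the log2 fold change of MSTRG.40956 was 6.45 (standard error 1.08, adjusted p = 0.000155 from the same test, and 0.000642 with the block). Within the testis, DNAH7 had r = 0.755 with MSTRG.34479 (exact permutation p = 0.0861, adjusted 0.306) and 0.767 with MSTRG.40956 (exact permutation p = 0.0611, adjusted 0.244), with rho = 0.829 and 0.943 (exact permutation p = 0.0583 and 0.0167, adjusted 0.467 and 0.267). Without the 2 birds farthest from the median, r was 0.986 with MSTRG.34479 and 0.22 with MSTRG.40956. Within the ductus deferens, r was -0.512 with MSTRG.34479 (exact permutation p = 0.319) and 0.307 with MSTRG.40956 (exact permutation p = 0.722), with rho = -0.609 and 0.397 (exact permutation p = 0.211 and 0.428) and r = -0.493 and -0.262 without 2 birds. Within the epididymis, r was 0.915 with MSTRG.34479 (exact permutation p = 0.0222, adjusted 0.23) and fell to 0.598 without 2 birds, while rho was 0.771 (exact permutation p = 0.103). With MSTRG.40956 it was 0.477 (exact permutation p = 0.356), with rho = 0.371 (exact permutation p = 0.497) and r = 0.213 without 2 birds.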

*ARMC4* may have an evolutionarily conserved function in spermatogenesis by being involved in cilia/flagella assembly, structure or function [68,69], and DNAH7 is a component of the inner dynein arm of ciliary axonemes [70]. Interestingly, the *CCDC40* plays a key role in cilia formation and function and is an element of the dynein regulatory complex [71]. Mutations within the *CCDC40* are associated with cilia and sperm dysmotility [72], and are suspected to be involved in idiopathic male infertility [64]. Moreover, co-expression and interactions between lncRNAs and the *CCDC40* and *ZMYND10* are involved in bovine endometritis [73]. These distant examples demonstrate that those genes are prone to the regulatory function of the lncRNAs. Hence, the proper formation of the cilia may be one of the processes regulated by such an interaction.

All DELs detected in the current study were novel lncRNAs, not yet annotated; therefore, their potential function was discussed based on postulated functions of genes with which they interact or correlate. However, it should be mentioned that the impact of lncRNAs not only manifests through gene expression regulation. 

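The gene counts of a DEL cover all transcripts of its locus. Of the 246 loci of the DELs, 102 had counts on at least 1 transcript with an Ensembl identifier of the reference annotation. In 39 loci such transcripts held more than 10% of the counts, in 16 more than 50% and in 2 more than 99%. These shares do not measure all counts outside the lncRNAs, because transcripts named by the merged assembly need not be lncRNAs. In CLGN and MSTRG.26332, for example, reference transcripts held 10.3% and 0.942% of the counts. Their listed lncRNA transcripts held only 0.211% and 0% in the epididymis and the ductus deferens. For the 25 DELs of “epididymis/ductus deferens”, the counts of the lncRNA transcripts listed in the supplementary tables were separated from those of the other transcripts of the locus. The lncRNA transcripts held 100% of the counts of the locus in 8 loci, under 50% in 7 and under 10% in 5. On the lncRNA transcripts alone, 19 loci could be tested and 16 passed the threshold (adjusted p under 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 1). On the other transcripts, 13 loci could be tested and 7 passed it, 2 of them together with the lncRNA transcripts.

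**Figure D6:**
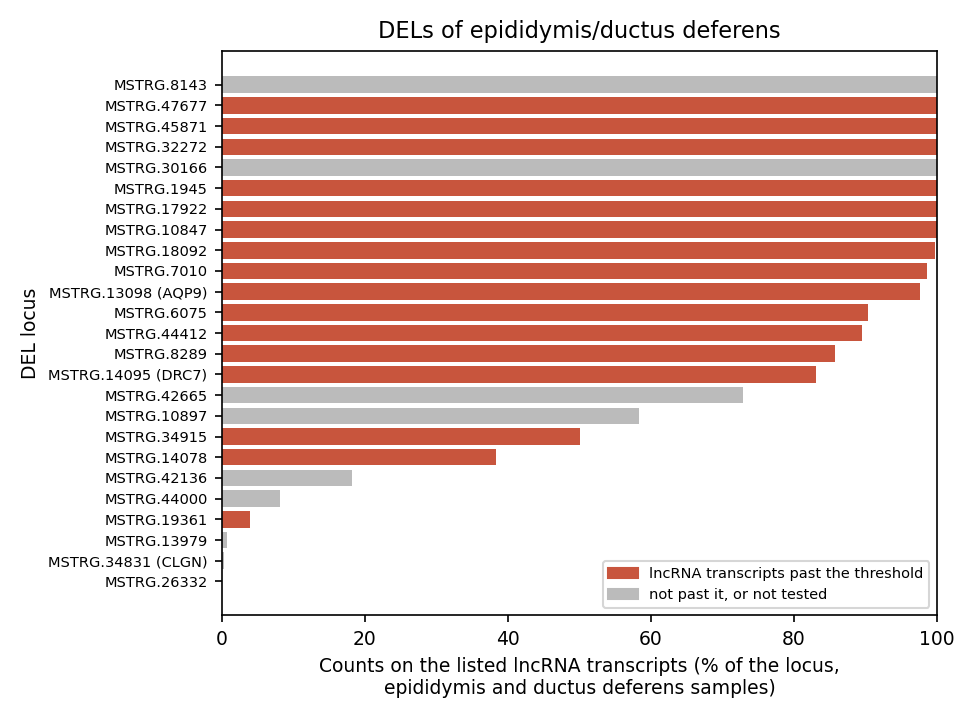
Share of the counts of each DEL locus of “epididymis/ductus deferens” that lies on its listed lncRNA transcripts, in percent, over the samples of the epididymis and the ductus deferens. Red bars are the 16 loci whose lncRNA transcripts alone passed the threshold and grey bars the others; CLGN has the smallest share above 0, 0.211%, and MSTRG.26332 has none.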

Besides transcriptional level regulation, at the post-transcriptional level, lncRNAs may be involved in mRNA processing, as well as direct interactions with proteins to regulate translation and post-translation modifications [74,75]. Within the authors’ research, numerous lncRNAs interactions as distance relations (CIS), co-expression (TRANS), RNA–RNA and protein–RNA direct interactions were detected. CIS-regulation can act by two main, independent mechanisms that do not exclude each other, the lncRNA can regulate neighboring loci (within the same chromosome), and/or can affect chromatin state or steric impediment that influences the expression of nearby genes [76]. Conversely, lncRNAs act as *trans* when they affect genes located on other chromosomes [36]. RNA–RNA interactions may also refer to interactions between two RNAs (inter-molecular) or between different regions of one RNA molecule (intra-molecular) and both mechanisms are significant for RNA function and regulation [77]. RNA–protein interactions act through the formation of dynamic ribonucleoprotein complexes [78]. Although the nature and dynamics of the aforementioned interactions still need to be investigated [79], nevertheless, multiple features of lncRNAs can determine their functionality. These features include sequence, expression level, processing, cellular localization, structural organization and interactions with other molecules. Moreover, the regulatory effect is mediated by the lncRNA transcript or by its transcription [75,79].

The current research focused on the comparison of gene and lncRNA expression in different reproductive tissues regardless of sperm quality. The study aimed to establish a general pattern of lncRNA expression in each part of the turkey’s reproductive tracts. Since spermatogenesis in birds is very diverse, it should be helpful to characterize this process in the turkey. The introduced in silico approach indicated target genes and regulatory elements that should be further investigated to provide mechanistic insight. It would be very interesting to check how identified DEGs and DELs are reflected in the proteome and how this correlates with semen quality parameters. Further research including single-cell sequencing should also be considered to distinguish cell clusters within reproductive tracts and their role during spermatogenesis [80]. The results are a step forward and potentially may indicate directions for further research.

## 4. Materials and Methods

### 4.1. Tissue Collection

The turkeys came from an experimental farm of the Poultry Department (University of Warmia and Mazury in Olsztyn, Poland). As described previously [5], male turkeys were photostimulated at 26 wks of age (14 h light to 10 h darkness) and produced semen by 30 wks of age. Semen was collected at one-week intervals, by abdominal massage [67]. The sperm concentration, viability, motility and volume were 9.5 ± 1.5 × 10^9^ sperm/mL, 97.9 ± 0.3%, 85.2 ± 9.6% and 0.6 ± 0.05 mL, respectively. Male reproductive tract tissue samples were collected from six, 38-week-old turkeys that were slaughtered at a local slaughterhouse. Tissues were immediately frozen in liquid nitrogen and used for total RNA isolation. All experiments were conducted in accordance with the guidelines of the International Guiding Principles for Biomedical Research Involving Animals proposed by the Society for Reproductive Research and the Polish Act on Animal Welfare. These experiments did not require ethical consent. The sampling process was described in detail previously [5].

### 4.2. RNA Isolation, Library Preparation and Sequencing

All procedures from RNA isolation up to sequencing procedures were performed as described previously [81]. The key procedures in this process included the following steps. The total RNA was extracted using a Total RNA Mini kit, and the concentration was determined spectrometrically (NanoDrop-1000 Technologies LLC, Wilmington, DE, USA). The RNA integrity was checked using a 2100 Bioanalyzer, with an RNA 6000 Nano LabChip Kit and the samples with RIN above 8.0 and rRNA ratios above 1.0 were used for NGS. The final strand-specific RNA sequencing libraries were prepared by synthesizing the sequences with PCR and using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA) used according to the manufacturer’s protocol. The cDNA libraries were sequenced using the NovaSeq 6000 platform (Illumina, San Diego, CA, USA) as the paired-end, 2 × 100-bp sequences. Library preparation and RNA-Seq were outsourced to Macrogen (Macrogen, Inc., Seoul, Korea).

### 4.3. In Silico Preprocessing, Mapping and Expression Analyses

The raw reads, trimmed reads and mapping quality were checked using FastQC software, v. 0.11.7 (Bioinformatics Group at the Babraham Institute, Cambridge, UK; www.bioinformatics.babraham.ac.uk (accessed on 20 June 2022)). The trimming process was performed using the Trimmomatic software, v. 0.38 [82] and included adapter removing, low quality read filtering (Phred cutoff score ≤ 20; with 10-bp frameshifts) and reads trimmed to equal lengths = 90 nucleotides. Preprocessed reads were mapped to the turkey reference genome (version 2.01), using annotation version 2.01.91 and the transcriptome was then additionally annotated using genome version 5.01 with annotation version 5.01.104. The first reference was used because this research is a continuation of the analyses from the previous work [5], and it was crucial that the data could be compared directly and the 5.01.104 genome was used to analyze the release version with new lncRNA annotations.

The mapping was performed with the STAR software, v. 2.4 (Cold Spring Harbor Laboratory, Cold Spring Harbor, NY; https://github.com/alexdobin/STAR (accessed on 30 October 2021) [83] and StringTie, v. 1.3.3 (https://ccb.jhu.edu/software/stringtie (accessed on 8 October 2021)) [84] was used to enrich additional annotations by merging the reference GTF file with BAM files.

### 4.4. Expression Profiling and Differentially Expressed Genes

Expression profiles as the count matrices were enriched at both levels: transcripts and genes. The analysis of differential expression was performed on the gene level using the Ballgown [85] and Cuffdiff [86] methods. Genes were classified as the differentially expressed if the adjusted *p*-value was <0.01, the logarithmic value of expression fold-change was >1.0) and were confirmed by both methods. All statistical analyses were done in R Bioconductor packages [87].

### 4.5. The lncRNA Identification

The transcript sequences were extracted from the reference genome using the annotation file obtained in this research (merged gff files from all samples) with gffread script (https://github.com/gpertea/gffread (accessed on 30 October 2021)). The transcript count matrix was obtained simultaneously with the gene count matrix using merged GTF. It allowed control of the annotations on both gene and transcript levels. The reference turkey genome version 5.01.104 contains 1703 annotated lncRNA transcripts, and this genome was used (in the first step of the novel lncRNA identification process) to annotate (using BLAST similarity > 90%, E-value < 1 × 10^−10^) and extract known lncRNA transcripts from the transcriptomic dataset (Figure 1). The next steps of the filtering stage involved: removing all annotated protein coding transcripts, removing all transcripts of summarized expression lower than 10 counts, and filtering out all transcripts shorter than 200 nucleotides and consisted of only one exon. The filtered dataset was then analyzed for coding probability using seven methods: CPC2 [88], FEELnc [89], CPAT [90], PLEK [91], CNCI [92], LncFinder [93] and LncRNA Mdeep [94]. Only those sequences that were estimated as non-coding by at least five methods were finally filtered using the pFam [80] database and were classified as novel lncRNAs. Both datasets of novel and known lncRNAs were merged and used for the identification of differentially expressed lncRNAs (DELs) in each comparison. Consequently, lncRNAs were classified as DELs if they met the same conditions as DEGs (adjusted *p*-value < 0.01, log_2_(FC) > 1.0).

### 4.6. The lncRNA Interactions with Sperm Motility-Related DEGs

The merged three sets of DELs and DEGs were used to detect potential correlations and interactions. This work focused on the analysis of lncRNA relationships only with genes associated with sperm motility processes. The set of these genes is presented in Table 3 and has been described in detail in the authors’ previous manuscript [8]. These genes were classified into three groups based on their expression profiles. The first group DD/(T + E) consisted of processes enriched for the genes in which a significant difference of expression was detected between ductus deferens and other two tissues testis and epididymis. The group E/(T + DD) contains genes of differential expression in the epididymis in contrast to testis and ductus deferens, and the last group, T/(E + DD), contained the processes and genes significant in comparisons “testis/ductus deferens” and “testis/epididymis” (Figure 5). DEGs located on the genome closer than 100 kbp from DEL were classified as CIS-acting genes. TRANS-acting genes were those of similar expression profiles calculated as Pearson correlation and selected only those of r coefficient >0.9 and *p*-value < 0.05.

Direct interactions of DELs with potential target macromolecules were detected using two programs: LncTar v. 1.0 [95] and lncPro v. 1.0 [96] tools. LncTar calculated the binding strength of lncRNA to mRNA, and the results were considered significant when the ndG value was lower than –0.1 for each interaction. The lncPro program calculated the probability of hydrogen-bonding propensities and Van der Waal’s interaction between the secondary structures of the lncRNAs and proteins encoded by DEGs. If the probability was higher than 0.90, such interaction was considered significant.

The STRING [97] interaction network was constructed for proteins detected using the lncPro tool (lncRNA–protein interactions). The minimum required interaction score was set as 0.4, and all disconnected nodes were hidden. Most of the plots (such as Volcano and MA plots, Sankey plots of TRANS-acting relations, DELs heatmap) were prepared using the ggplot2 library in the R Bioconductor environment. The RNA–RNA interactions were visualized using the Cytoscape tool [98].

The whole process of novel lncRNA identification was performed with the homemade R library which is under preparation for publishing. All high-performance computations were performed using a 60-core CPU and a 136 GB RAM server at the Regional IT Center of the University of Warmia and Mazury in Olsztyn.

### 4.7. Real-Time PCR

As the validation of RNA-seq results, Real-time PCR was performed to detect the expression levels of *MSTRG.17922*, *MSTRG.6075*, *MSTRG.8989* and *MSTRG.25698*. Total RNA samples used in the NGS experiment were transcribed to cDNA using the QuantiTect^®^ Reverse Transcription Kit (Qiagen, Valencia, CA, USA), according to the manufacturer’s protocol. The expression of selected lncRNAs in testis, epididymis and ductus deferens were analyzed to validate obtained NGS data. Briefly, Real-time PCR reaction included the following: cDNA template, Power SybrGreen^®^ Master Mix (Life Technologies, Grand Island, NY, USA), RNase-free water to a final volume of 20 μL and primers selected for validation of NGS data. Each Real-time PCR reaction was performed in duplicate. Non-template controls were used for each set of primers to confirm the specificity of the reaction. The relative amplification of selected lncRNAs was calculated using the ΔΔCt method according to the Guide to Performing Relative Quantitation of Gene Expression Using Real-Time Quantitative PCR protocol and normalized using the geometric mean of the expression levels of a high stability reference gene in turkey testis, epididymis and ductus deferens, i.e., glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*). Statistical analyses and graphs of the Real-time PCR results were made using the ‘pcr’ package [99] in the R environment. Statistical testing of PCR data was performed using the linear regression model [100].

## 5. Conclusions

We identified 863 new lncRNAs in the ductus deferens, testes and epididymis of turkeys and for the first time we characterize their potential role in the regulation of sperm maturation processes, in particular sperm motility. This offers the opportunity to further investigation of the function and role of lncRNAs in processes of molecular regulation.

## Figures and Tables

**Figure 1:**
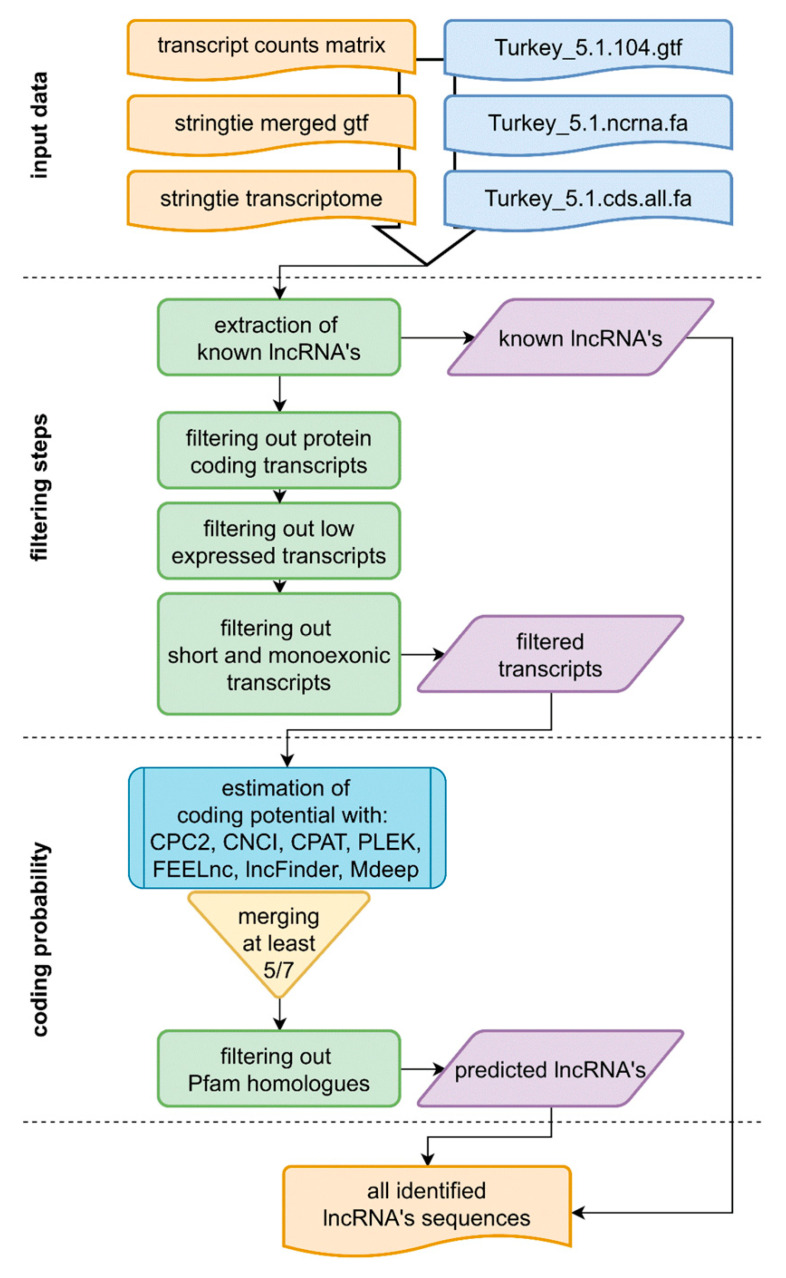
The flowchart of the lncRNA identification process. The process consists of several steps (described in the main text) grouped in the three stages: “input data”—preparing and reading the data from the previous steps (colored orange) and reference data (colored blue), “filtering steps”—filtering the transcripts basing on the annotation (i.e., extracting known lncRNAs and removing protein-coding transcripts) and structural features such as sequence length and the number of exons and “coding probability”—screening the sequence dataset based on the coding probability.

**Figure 2:**
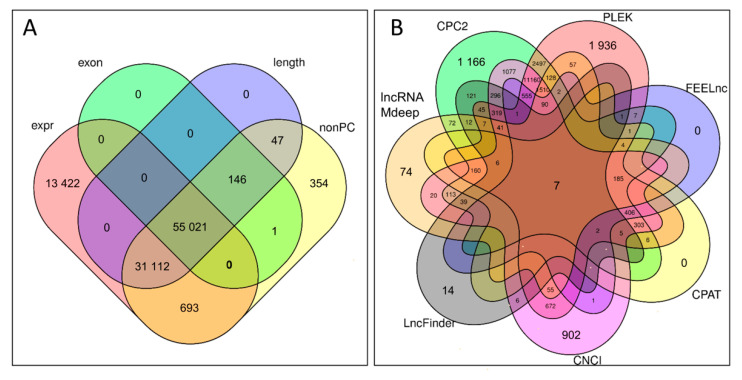
The Venn plots show the number of transcripts in the lncRNA identification process in the two stages: (**A**) filtering by basic parameters: expression level (expr), number of exons, sequence length, annotation to protein-coding genes (nonPC), (**B**) numbers of sequences predicted as non-coding using seven tools.

**Figure 3:**
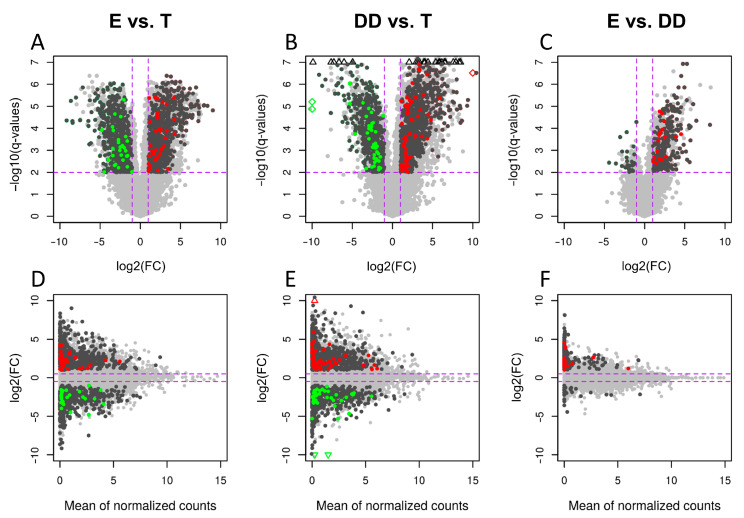
MA and volcano plots of expressed transcripts (presented on a gene level) in three comparisons: (**A**,**D**) epididymis vs. testis, (**B**,**E**) ductus deferens vs. testis and (**C**,**F**) epididymis vs. ductus deferens. Each dot presents expressed transcripts, where dark grey is DEGs, red is upregulated lncRNAs and green is downregulated lncRNAs. The triangles and rectangles indicate off the chart values.

**Figure 6:**
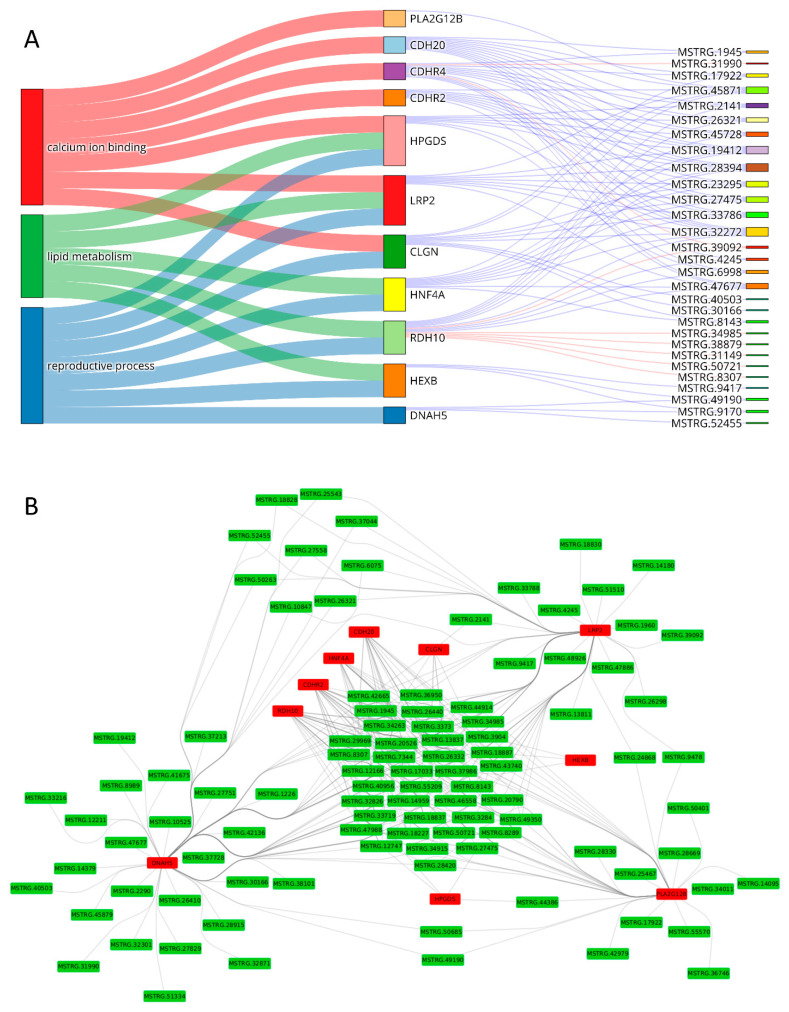
Trans-correlations (**A**) and direct lncRNA-mRNA interactions (**B**) identified in the group of processes with significantly expressed genes between DEGs and DELs associated with the E/(T + DD) group of molecular functions (see Table 4 and Figure 4). The first column in Figure A represents the biological processes. The second column shows the genes associated with the processes in the first column (the lines of the Sankey plot colored corresponding to the processes represent the gene–process relationship). The third column presents lncRNAs, and the lines connecting them with genes symbolize the expression correlation (blue—positive correlation, red—negative correlation). The green color in Figure B indicates lncRNAs, and red indicates the protein-coding genes. The lines symbolize the predicted direct interactions of the lncRNA-mRNA.

**Figure 7:**
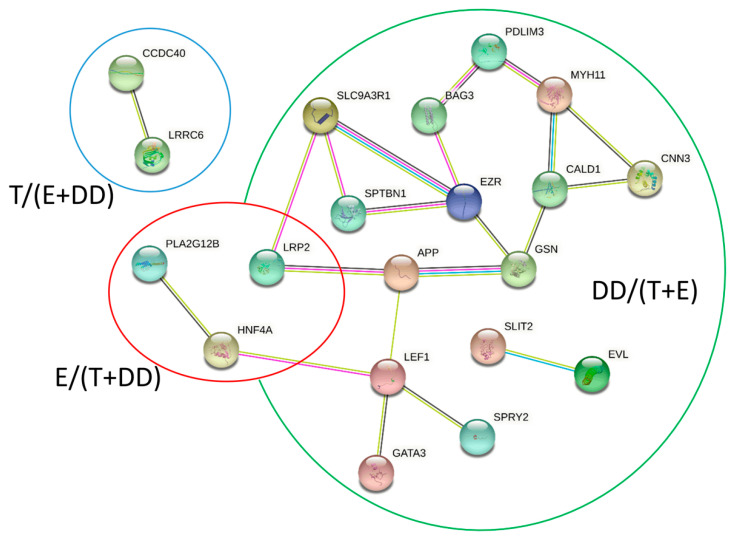
The STRING network of proteins involved in sperm motility. DD/(T + E), E/(T + DD) and T/(E + DD) groups correspond to the three groups of analyzed processes (see Table 4 and Figure 5). The color of the lines symbolizes the type of interaction and the source of information: light blue and pink-known interactions, green, red and blue-predicted interactions, yellow—text mining, black—co-expression, and purple—protein homology.

**Figure 8:**
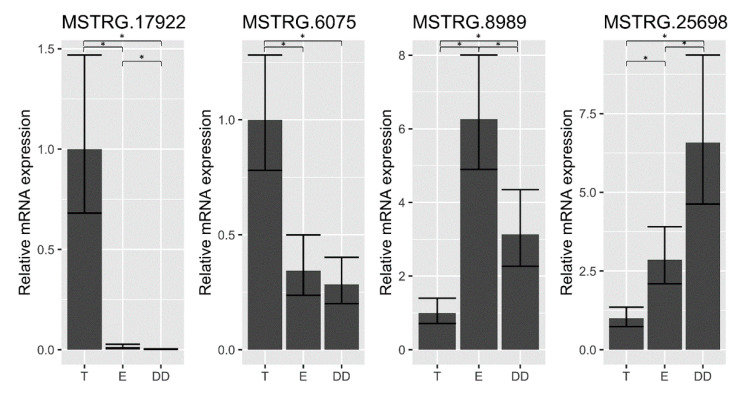
The real-time PCR results. The statistical significance of the expression differences was confirmed at the level <0.05 and is marked with a star. Data are shown as mean values ± SD.

**Figure 9:**
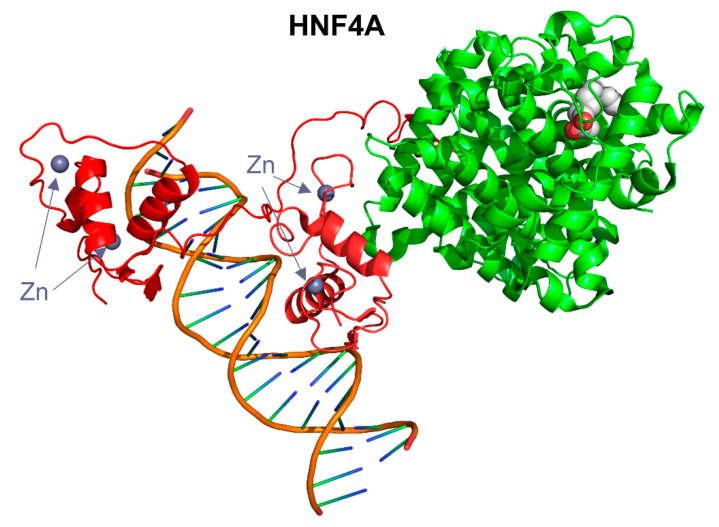
A visualization of the 3D model of the human HNF4A protein (PDB id 4IQR). The protein part is presented as ribbons, and the conserved DNA-binding domains are colored red.

**Table 1:** Overall statistics of sequenced, mapped and processed data. The read values are presented in millions. Min/max are the minimum and maximum values. Mean values are calculated for all six samples for each tissue.

	T		E		DD	
	Min/Max	Mean	Min/Max	Mean	Min/Max	Mean
**Raw reads**	127.9/165.8	146.9	126.4/176.9	152.0	102.6/167.7	145.9
**Trimmed reads**	110.7/140.6	123.8	96/151.9	127.5	86.2/137.6	121.4
**% of trimmed reads**	81.1/86.5	84.3	76/87.2	83.5	82/84.7	83.2
**Mapped reads**	78/100	87.6	64.8/117.3	93.0	62.3/99.9	84.8
**Uniquely mapped reads**	76.2/97.6	85.9	62.6/115.8	91.6	61.3/98.4	83.5
**% of uniquely mapped reads**	97.6/98.6	98.00	96.6/98.9	98.3	98.2/98.6	98.4
**Expressed transcripts**	59,151/73,569	67,594.3	22,109/61,868	47,862.8	33,355/47,861	41,412.5
**Expressed genes**	36,879/43,510	40,405.3	17,596/34,711	28,438.5	21,196/27,526	24,970.2

**Table 2:** The number of up- and down-regulated differentially expressed lncRNAs in three comparisons.

	E vs. T	DD vs. T	E vs. DD
All	139	182	25
Up-regulated	93	132	25
Down-regulated	46	50	0

**Table 3:** Differentially expressed genes (DEGs) associated with molecular processes engaged in sperm motility and grouped into three sets (T/(E + DD), E/(T + DD) and DD/(T + E) based on expression profiles presented in Figure 5.

Group	Process	Genes
T/(E + DD)	actin binding actin filament binding actin cytoskeleton organization actin filament-based process actin filament organization regulation of actin filament length regulation of protein phosphorylation apoptotic process response to oxygen-containing compound response to stress solute: cation symporter activity response to estrogen	*ARPC5, CALD1, CNN3, EVL, EZR, GSN, ITGB1, MICAL2, MYH11, PARVA, POF1B, SPTBN1, TWF1, USH1C, CARMIL1, CGNL1, EPHA1, FAT1, MET, NRP1, PACSIN2, PDLIM3, PHLDB2, SDCBP, SLC9A3R1, SLIT2, SORBS1, WDR1, ANXA1, IQGAP2, ACVR1, APP, BMP7, CTNNB1, HBEGF, NEDD9, PKD2, SPRY2, THBS1, ACKR3, BAG3, GATA3, LEF1, NET1, PTPRK, ATP1A1, CAT, DCN, MMP2, GCNT1, SOD, PRDX1, ATP6V0A4, PTPPK, FIGF, MYLK, SLC15A1, SLC34A2, KRT19*
E/(T + DD)	calcium ion binding reproductive process lipid metabolism	*CDHR2, CLGN, HPGDS, LRP2, CDHR4, PLA2G12B, CDH20, DNAH5, HEXB, HNF4A, RDH10*
DD/(T + E)	axonemal dynein complex assembly microtubule cytoskeleton organization microtubule-based movement inner dynein arm assembly outer dynein arm assembly flagellated sperm motility	*ARMC4, CCDC40, DNAH7, LRRC6, PIH1D3, ZMYND10, DEUP1, NDC80, PLK4, RSPH9, TTC26, CFAP221, ROPN1L, CFAP69*

**Table 4:** Cumulative correlations between DELs and DEGs. Significant correlations between lncRNA and mRNA or proteins in each comparison (number of interactions associated with the sperm motility/all identified interactions).

Relations/Interactions	Cis	Trans	lncRNA-mRNA	lncRNA-Protein
E vs. T	0/23	519/15,190	3302/10,171	5845/9712
DD vs. T	0/30	749/22,983	4875/13,938	7335/14,172
E vs. DD	0/1	99/759	221/317	405/512

## Data Availability

The whole project is available in the BioProject database in the NCBI under accession number: PRJNA597008. The raw data are deposited in the SRA database under SRP238360 ID. The expression tables and all transcriptomic sequences in fasta format are available in GEO database (GSE142428). All sequences of predicted lncRNAs were extracted from transcriptome fasta file and submitted to NCBI GenBank under accession numbers ranging from OM983514 to OM984417.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23147642/s1.

## Abbreviations

ACVR1	Activin receptor type-1
ANXA1	Annexin A1
APP	Amyloid-beta precursor protein
ARMC4	Armadillo repeat containing 4
ARPC1-5	Actin related protein 2/3 complex subunit from 1 to 5
ATP1A1	ATPase Na+/K+ transporting subunit alpha 1
BAG3	BCL2 associated athanogene 3
CCDC40	Coiled-coil domain-containing protein 40
CDH20	Cadherin 20
CDHR2	Cadherin related family member 2
CFAP221	Cilia and flagella-associated protein 221
CFAP69	Cilia and flagella associated protein 69
CGNL1	Cingulin Like 1
CLGN	Calmegin
CNN3	Calponin 3
CTBP1	C-terminal binding protein 1
DEUP1	Deuterosome assembly protein 1
DNAH5	Dynein axonemal heavy chain 5
DNAH7	Dynein axonemal heavy chain 7
EVL	Ena/vasodilator-stimulated phosphoprotein-like protein
EZR	Ezrin
FAT1	FAT atypical cadherin 1
GATA3	GATA binding protein 3
GSN	Gelsolin
HEXB	Hexosaminidase subunit beta
HNF4A	Hepatocyte nuclear factor 4 alpha
HPGDS	Hematopoietic prostaglandin D synthase
ITGB1	Integrin subunit beta 1
KRT19	Keratin 19
LEF1	Lymphoid enhancer binding factor 1
LRP2	LDL receptor related protein 2
LRRC6	Leucine rich repeat containing 6
MET	MET proto-oncogene. receptor tyrosine kinase
MICAL2	Microtubule associated monooxygenase. calponin and LIM domain containing 2
MYH11	Myosin Heavy Chain 11
NDC80	NDC80. kinetochore complex component
NEDD9	Neural precursor cell expressed, developmentally down-regulated 9
NET1	Neuroepithelial transforming gene 1
NRP1	Neuropilin 1
PACSIN2	Protein kinase C and casein kinase substrate in neurons 2
PDLIM3	PDZ and LIM domain 3
PIH1D3	PIH1 domain containing 3
PLA2G12B	Phospholipase A2 group XIIB
PLK4	Polo like kinase 4
POF1B	POF1B. actin binding protein
RDH10	Retinol dehydrogenase 10
ROPN1L	Rhophilin associated tail protein 1 like
RSPH9	Radial spoke head 9 homolog
SDCBP	Syndecan binding protein
SLC9A3R1	SLC9A3 regulator 1
SLIT2	Slit guidance ligand 2
SORBS1	Sorbin and SH3 domain containing 1
SPRY2	Sprouty RTK signaling antagonist 2
SPTBN1	Spectrin beta, non-erythrocytic 1
TTC26	Tetratricopeptide repeat domain 26
TWF1	Twinfilin actin binding protein 1
VEGFA	Vascular endothelial growth factor A
ZMYND10	Zinc finger MYND-type containing 10

How the deposited data were processed for this re-analysis (not part of the article)

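RNA-seq data of the testis, the epididymis and the ductus deferens of 6 turkeys (birds 2, 11, 12, 14, 15 and 16) were used, with 1 library per tissue and bird and 18 libraries in total. The authors trimmed the reads to 90 nt with Trimmomatic 0.38 and mapped them with STAR 2.4 to the turkey genome version 2.01 with annotation 2.01.91. Transcripts were assembled and merged over all samples with StringTie 1.3.3. The authors deposited raw counts per gene and raw counts per transcript of this merged annotation, as whole numbers without normalization, with each bird in a column of its own. The tool that made the counts and its use of the strand are not named in the paper. Counts of loci that overlap on the same or the opposite strand were left as deposited and are uncertain where reads could belong to either.

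The tissue and the bird of each column were taken from the sample labels. The total numbers of counts of birds 2, 11, 12, 14, 15 and 16 were 82270144, 81438457, 92781880, 100159106, 84572328 and 91262959 in the testis, 118625345, 112159881, 64456026, 77356394, 102755158 and 81364135 in the epididymis and 64143451, 92505529, 79143325, 89734605, 100241426 and 88113310 in the ductus deferens. A group with at most 3 counts in each sample was taken as being at the limit of the depth. Fold changes against such a group were computed against the highest level, in CPM, that 3 counts reach in any of its samples, and are given as lower bounds. A gene or transcript was taken as expressed with at least 1 count.

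Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with TMM normalization, the filter of edgeR on low counts, the robust quasi-likelihood fit and the Benjamini-Hochberg adjustment over all genes that passed the filter. Each comparison used the 12 samples of its 2 tissues only, because the paper compared the tissues in pairs and the spread between samples differed between tissues. Genes with an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction were called differentially expressed, as in the methods of the paper. The paper used Ballgown and Cuffdiff for this step, whereas the test used here works on counts. The standard error given with an edgeR fold change is its absolute value divided by the square root of the F statistic of the test. The same test was run on the transcript counts and restricted afterwards to the listed lncRNA transcripts. The pairing of the tissues comes from the bird numbers, which the sample labels share between the tissues. Every comparison was run without and with the bird as a block. Single values were compared between tissues with two-sided exact permutation tests over the 924 assignments of 6 against 6 samples. These tests ignore the pairing by bird.

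Correlations were computed on TMM-normalized CPM with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Pairs of lncRNAs and genes beyond a coefficient of 0.9, the limit given in the paper, were counted over the 12 samples of a comparison. The paper does not state which samples its coefficients used. Coefficients of single pairs are given within a tissue only, with exact permutation tests over the 720 orders of 6 birds.

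Genes were named by a fixed rule. It covers the lncRNAs the paper names with an expression or interaction statement or measured by real-time PCR and the genes paired with them. It also covers CLGN, AQP9, FGFR1 and DRC7, which the supplementary tables list both as a DEL and as a protein-coding partner, and the genes of Table 3 that did not pass the threshold in both comparisons of their group. Finally it covers, for each comparison, the 2 DELs of Table S1 with the largest log2 fold change among those past the threshold with the same direction in all 6 birds. The other matched genes of Table 3 are named at the counts they belong to.

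The steps were tested on simulated data with 200 changed genes, drawn from the means and library sizes of the real samples, of which 173 among 21046 genes passed the filter. The edgeR test recovered 71 of them (41.0%), and 42 (24.3%) with the bird as a block. DESeq2 recovered 105 (60.7%) and limma 68 (39.3%). Unchanged genes were called by DESeq2 only (19).

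Alternatives were DESeq2 1.42.0, library size alone or the upper quartile in place of TMM, no filter on low counts, limma 3.58.1 on log2(CPM+1), all 3 tissues in one fit, the bird as a block, each bird left out in turn, the epididymis of bird 12 left out, an adjusted p under 0.05 and no limit on the fold change. For expressed genes they were a minimum of 10 counts and libraries drawn down to the smallest total, and for the expression filter on transcripts at least 10 counts in total or more than 10 in 1 sample. For pairs they were Spearman's coefficient, the log2 scale, CPM without TMM, centring on the tissue mean and each tissue alone.

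The lists of all lncRNAs, the exon numbers, lengths and coding status of transcripts, the real-time PCR values and functional enrichment were not analysed here. Genes of Table 3 that the supplementary tables do not join to an identifier were not used here, so 24 of its genes were followed. Of Tables S2 and S3 the first 1999 pairs each were read.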

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

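For the epididymis of bird 12 the tests of depth, of the tissue label and of molecules drawn at random, and for the testis of bird 11 the test of RNA from the other tissues, were chosen only after the result was seen. In 104 groups of 6 libraries (15 of library measures and 89 of named genes), the most extreme library was compared with the other 5 by the gap to its nearest neighbour relative to the whole range (Dixon's criterion at the 95% level). In 19 groups a library stood apart. Chance gives about 1 in 20, which is 5.2 of 104. The library measures gave 2 of 15 and the named genes 17 of 89. The groups are not independent, since several of them share a library.

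The epididymis of bird 12 stood apart in 2 of 5 library measures, and not in the total counts or the numbers of expressed genes and transcripts. Its 10 largest genes held 45.0% of the counts, against 19.2 to 28.2% in the other epididymides, and its largest gene alone held 30.9%. Its mean correlation with the other epididymides was 0.744, while those of the other epididymides with their own tissue were 0.907 to 0.917. Among the named genes it was high in ARPC5 (338 CPM against 142 to 194) and MSTRG.45728 (48.0 against 36.8 to 40.3) and low in SPTBN1 (88.2 against 359 to 455) and MSTRG.8989 (1.75 against 269 to 412). The TMM factor of this library was 0.580, against 0.968 to 1.20 in the other epididymides, which raises all its CPM values. Both high values rest on this factor, and the low values do not. The library also had the fewest expressed genes of the epididymides, without standing apart by Dixon's criterion. With all libraries drawn down to the smallest total it kept 17596 expressed genes against 27394 to 34117, so depth does not account for the low number. With the 10 largest genes of each library left out as well, it had 17586 against 27265 to 33318, so the share of a few genes does not account for it either. Its mean correlation was higher with the epididymis (0.744) than with the ductus deferens (0.729) and the testis (0.465), which goes against a swapped tissue label. So do LRP2 (332 CPM in it and at most 4.25 in the ductus deferens), MSTRG.18092 (115.9 and at most 4.98) and MSTRG.47677 (101 counts and 0 in every testis and ductus deferens), which were picked for this purpose after their values were seen. Among 2134 genes at 1 to 2 CPM on average in the other epididymides, 55.1% had 0 counts in it, against 2.91 to 6.83% when each of the other libraries was treated in the same way. Furthermore, 270 genes had 0 counts in it and at least 1000 in each of the other 5 epididymides, against 3 to 8 such genes for the other libraries. A candidate explanation is that few distinct RNA molecules entered this library, but the share of 55.1% restates the low number of expressed genes and cannot tell it from other explanations. If the molecules were drawn at random, that share sets their number, and 0.396% of the 2564 genes at 10 to 20 CPM would have 0 counts. The share was 10.5%, against 1.20 to 1.54% in the other libraries, so a random draw alone does not account for the low number. A loss that differs between genes and a filtering step of the authors that acted on this library alone were not tested, and the low number stays unexplained. The labels give no property of bird 12 beyond its number, and no biological explanation was tested. By the same number of molecules, a random draw would leave 142 of MSTRG.8989 and 168 of SPTBN1, so it does not account for their low values either. For ARPC5 (69.4 molecules) and MSTRG.45728 (16.1) this cannot be judged, because their high values rest on the TMM factor of this library.

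The testis of bird 11 stood apart in MSTRG.17922 (910 CPM against 350 to 525), MSTRG.25698 (14.2 against 1.85 to 6.43), MSTRG.9478 (20.9 against 6.98 to 10.6) and KRT19 (25.3 against 11.7 to 16.0). The TMM factor of this library was 0.88275, against 1.0954 to 1.3888 in the other testes, which raises all its CPM values. Without this factor KRT19 was nearly level in birds 11 and 12, with 1812 of 81438457 and 2042 of 92781880 counts. Its high value thus rests on the factor. MSTRG.17922, MSTRG.25698 and MSTRG.9478 also had their most testis counts in bird 11, but Dixon's criterion was not applied to them without the factor. RNA from the other tissues is a possible explanation for MSTRG.25698 and KRT19, whose means are higher in the ductus deferens than in the testis. Its mean correlation with the epididymis was 0.478, below the 0.545 to 0.598 of the other testes, and that with the ductus deferens was 0.493 against 0.527 to 0.600. However, it was also the lowest with its own tissue (0.820 against 0.864 to 0.923), so these correlations say little about RNA from the other tissues. MSTRG.17922 and MSTRG.9478 have their highest means in the testis and would fall with such RNA. MSTRG.25698, with means of 26.1 CPM in the epididymis and 36.4 in the ductus deferens, would need a large part of it to reach 14.2. Against this, SPTBN1, with means of 347 and 338 CPM in those tissues and picked after its values were seen, was at 22.6 in the testis of bird 11, the lowest of the testes. For KRT19, with a mean of 575 CPM in the ductus deferens, a small part would be enough. MSTRG.39415, picked after its values were seen, was at 0.362 CPM in the testis of bird 11 and 87.4 to 174 in the ductus deferens. This limits RNA carried in proportion to the ductus deferens to less than KRT19 needs, but the limit rests on 1 gene with 26 counts. FGFR1 went the other way, with its highest testis value in bird 11 (138 CPM). RNA of another composition cannot be excluded for KRT19. No further technical explanation and no biological explanation was tested.

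The remaining 9 values belong to 7 libraries. In the testis of bird 12, ARMC4 was at 142 CPM (others 9.05 to 53.5) and MSTRG.40956 at 34.6 (6.29 to 16.3). In the ductus deferens of bird 15, DRC7 was at 0.592 CPM (0 to 0.184) and MSTRG.40956 at 0.762 (0 to 0.216). MSTRG.39415 was at 174 CPM in the ductus deferens of bird 12 (87.4 to 106), and MSTRG.25698 at 39.0 in the epididymis of bird 2 (20.7 to 26.9). FGFR1 was at 157 CPM in the epididymis of bird 14 (223 to 237), MSTRG.865 at 2.18 in that of bird 16 (0 to 0.244) and MSTRG.45880 at 0.071 in that of bird 11 (0 in all others). The last value stands on 9 counts. Chance alone gives about 1 in 20 of the 104 groups, so some of these values need no further explanation, and which of them cannot be said. For these values no technical and no biological explanation was tested.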

How the results depend on the processing

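The only tests in this part chosen after the result was seen are the alternatives for the pairs of DELs with all differentially expressed genes (log2 scale, Spearman's coefficient, centring), while the other alternatives, the thresholds and the rule for naming genes were set before the data were examined.

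In the order “epididymis/testis”, “ductus deferens/testis” and “epididymis/ductus deferens”, the differentially expressed genes numbered 10237, 12470 and 1211. With the bird as a block the numbers were 6262, 10268 and 626. The check of the pairing gave a mean correlation of 0.016, 0.0039 and 0.079 between deviations of samples of the same bird, against 0.00069, 0.0013 and -0.0086 between different birds, so samples of the same bird shared little of their deviations. The first 2 numbers otherwise stayed within 1.5 times the reported ones, at 9625 to 14278 and 11719 to 17010 over the alternatives other than the block and the birds left out. The third rose to 2220 with DESeq2 and 2009 at an adjusted p under 0.05. Across the fits that each left out 1 bird or the epididymis of bird 12, the numbers ran from 7921 to 14099, from 10832 to 13033 and from 669 to 2463, the last without the epididymis of bird 12. In the third comparison, the 254 genes lower in the epididymis became 64 without bird 15 and 646 without the epididymis of bird 12. The share of genes higher in the epididymis, 79.0%, ran from 73.7 to 90.4% in these fits. In the simulated data DESeq2 also called 19 unchanged genes and edgeR none, but the cause of the differences between settings was not tested.

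No scaling moved the share of genes higher in the first-named tissue of the fold change by more than 10 percentage points. The largest moves were from 64.0 to 72.0% in “epididymis/testis” with DESeq2 and with library size alone. Without the filter on low counts this share was 74.1% (10573 higher and 3705 lower, against 6551 and 3686). The median log2 fold change of all genes was 0.30, 0.59 and 0.05 in the 3 comparisons. Relative to it, the median moved by 0.37 and 0.22 in the first 2 with DESeq2, by 0.26, 0.32 and 0.13 with library size alone and by 0.23 in the first with the upper quartile. Log2 fold changes under these scalings are to be read relative to these shifts.

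The DELs of Table S1 past the threshold numbered 133, 176 and 23. They stayed within 123 to 136, 170 to 174 and 20 to 25 when birds or the epididymis of bird 12 were left out and within 111 to 138, 166 to 180 and 19 to 25 under the other alternatives. The genes of Table 3 past the threshold in both comparisons of their group numbered 4, 8 and 10 and ranged from 3 to 4, 7 to 8 and 7 to 10. The named genes past the threshold numbered 25, 30 and 14 in the 3 comparisons and ranged from 19 to 29, 27 to 30 and 12 to 18. The numbers of expressed genes and transcripts and of transcripts with more than 10 counts (99775 to 100311) also stayed within 1.5 times the reported ones.

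The listed lncRNA transcripts past the threshold, 73, 111 and 10, depended more on the processing. With the bird as a block they were 11, 36 and 0 (18 of the last had an unadjusted p under 0.05). Without the filter they were 47 in the first comparison and 2 in the third, and with DESeq2 the third was 19. Leaving out birds or the epididymis of bird 12 gave 41 to 86 in the first and 0 to 20 in the third. The 0 came without bird 2 and without bird 16, with 19 transcripts at an unadjusted p under 0.05 in each. The cause was not tested.

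The pairs of DELs and genes of Table 3 beyond 0.9 numbered 230, 433 and 189. On the log2 scale they were 773, 1746 and 361, with Spearman's coefficient 101, 183 and 57, and centred on the tissue means 99, 136 and 32. CPM without TMM kept all 3 numbers within 1.5 times. Within a single tissue, those of “ductus deferens/testis” were 288 in the testis and 67 in the ductus deferens, and those of “epididymis/ductus deferens” were 47 in the epididymis and 12 in the ductus deferens. Leaving out birds gave 224 to 583, 442 to 720 and 171 to 308. For the pairs with all differentially expressed genes (130801, 216731 and 7245), the alternatives were added after seeing the data. They gave 382961, 701604 and 12881 on the log2 scale, 31165, 49282 and 921 after centring, and with Spearman's coefficient 76777 in the first comparison and 2377 in the third. The cause was not tested.

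For the named genes, 93 log2 fold changes were recomputed under up to 16 alternatives. Of 1456 values, 1368 kept their direction and their side of the threshold, 41 lost the call, 40 gained it and 7 reversed. The bird as a block accounted for 10 of the lost calls and 2 of the gained ones, and DESeq2 for 0 and 7. The reversed values concern 2 genes with changes near 0. MSTRG.45871 in “ductus deferens/testis” (-0.20) was at 0.15 with library size alone, a move of about the size of the shift of 0.32 in the median of all genes under that scaling, and from -0.44 to 0.11 when each bird was left out. SPTBN1 in “epididymis/ductus deferens” (0.04) was at -0.0451 with the upper quartile, -0.0786 with limma and -0.0555 with the bird as a block, and from -0.15 to 0.23 when birds or the epididymis of bird 12 were left out. The cause of the other reversals was not tested. A comparison of 2 groups that were both at most at 3 counts gives no value under any alternative. Alternatives other than library size alone and the birds left out give no lower bound for a fold change against such a group.

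The depth limits the lncRNAs with few counts. For those with at most 3 counts in each sample of a tissue, which holds for 8, 29 and 5 DELs in the 3 comparisons, only a lower bound of the fold change can be given. Correlations with them cannot be computed in that tissue.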

Differences from the paper's values

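The tests in this part chosen only after the result was seen are the log2 scale, Spearman's coefficient and centring for the pairs with all differentially expressed genes. Of 38 log2 fold changes compared with Table S1, all had the same sign and 17 differed, by more than the larger error or, for a lower bound, by more than 1.5 times. Table S1 gives levels as FPKM, which scales by the length of the transcript, whereas the fold changes here come from counts. Part of these differences may thus lie in the measure, which was not tested. The pairs of DELs and differentially expressed genes beyond 0.9 numbered 130801 in “epididymis/testis” against the paper's 15190 and 216731 in “ductus deferens/testis” against the paper's 22983. In “epididymis/ductus deferens” they numbered 7245 against the paper's 759. The sets of genes are unlike. Here all genes called by edgeR outside the DELs were paired (10104, 12294 and 1188), whereas the paper kept genes called by both Ballgown and Cuffdiff. The paper's set of genes was not available, so its part in the gap was not tested. For these pairs no alternative had been set before the data were examined. Centring on the tissue means, which was chosen after seeing the values, gave 921 in the last comparison, within 1.5 times the paper's number. All other values from alternatives chosen after seeing the data stayed beyond 1.5 times the paper's numbers. They were 31165 and 49282 after centring, 382961, 701604 and 12881 on the log2 scale and 76777, 152340 and 2377 with Spearman's coefficient.

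In each case below, the alternatives set before the data were examined that are not named left the difference open, and a gap is called closed where it is within the larger error of that alternative. For 12 of the values named below the gap is so only because the error was wider, and it stayed beyond the error of the reported value. In “epididymis/testis” these are MSTRG.31149 with all 3 tissues, MSTRG.45728 and AQP9 without bird 15, MSTRG.17922 without bird 14, MSTRG.34479 with the block and without bird 11, and CLGN without bird 2. In “ductus deferens/testis” they are MSTRG.34057 without bird 14, MSTRG.45728 without bird 15 and without bird 16, and MSTRG.8989 without bird 16, and in “epididymis/ductus deferens” DRC7 without bird 16. In “epididymis/testis”, the log2 fold change of MSTRG.31149 was 2.83 against the paper's 3.46, and DESeq2 (3.12), library size alone (3.09), all 3 tissues in one fit (2.86), leaving out bird 12 (3.11) and leaving out bird 14 (3.09) closed the gap. MSTRG.45728 was at -2.05 against the paper's -1.52, closed by DESeq2 (-1.75), library size alone (-1.69) and leaving out bird 15 (-1.98). For MSTRG.39415 the values were -4.91 and the paper's -3.95, closed by library size alone (-4.53), limma (-4.11) and leaving out bird 11 (-4.39) or 12 (-4.52). MSTRG.17922 was at 4.60 against the paper's 5.07, closed by DESeq2 (4.99), library size alone (4.796), the upper quartile (4.85), no filter (4.74) and leaving out bird 12 (4.76) or 14 (4.71). MSTRG.34479 was at 2.93 against the paper's 3.86, closed by DESeq2 (3.36), the bird as a block (3.12) and leaving out bird 11 (3.22) or 15 (3.27). CLGN was at -2.47 against the paper's -1.96, closed by DESeq2 (-2.09), library size alone (-2.12), the upper quartile (-2.21), no filter (-2.34), all 3 tissues (-2.38) and leaving out bird 2 (-2.46), 11 (-2.11), 14 (-2.34), 15 (-2.24) or 16 (-2.39). AQP9 was at -5.31 against the paper's -4.58, closed by DESeq2 (-4.99), library size alone (-5.02) and leaving out bird 15 (-5.16). MSTRG.18092 was at -6.18 against the paper's -4.31, and none of the alternatives set before the data were examined closed the gap.

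In “ductus deferens/testis”, MSTRG.34057 was at 1.83 against the paper's 2.23, closed by DESeq2 (2.04), library size alone (2.15) and leaving out bird 14 (1.96). MSTRG.45728 was at -2.31 against the paper's -1.88, closed by DESeq2 (-2.11), library size alone (-1.91) and leaving out bird 15 (-2.29) or 16 (-2.28). The value of MSTRG.39415 was -6.26 and the paper's -5.55, closed by library size alone (-5.89), limma (-5.55) and leaving out bird 12 (-5.97). MSTRG.8989 was at -2.34 against the paper's -1.70, closed by library size alone (-1.98) and leaving out bird 16 (-2.16). AQP9 was at -3.76 against the paper's -2.95, closed by library size alone (-3.37) and limma (-2.72). MSTRG.46558 was at least 44.4-fold higher in the testis (log2 5.47) against the paper's 4.58 (23.9-fold), and MSTRG.9478 at least 192-fold (7.58) against the paper's 6.54 (93.1-fold). For these lower bounds library size alone and leaving out each bird were run, and none of them closed the gap.

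In “epididymis/ductus deferens”, MSTRG.18092 was at 7.07 against the paper's 5.53, and none of the alternatives set before the data were examined closed the gap. DRC7 was at 8.11 against the paper's 6.57, closed by leaving out bird 2 (7.79), 14 (7.73) or 16 (7.90).

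Of the DELs of Table S1, 6, 6 and 2 in the 3 comparisons were not called here. In “epididymis/testis”, MSTRG.18663 and MSTRG.37969 (adjusted p = 0.0239 and 0.0181 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each with the direction of Table S1 in 6 birds, log2 fold change 2.41 and 2.49) were called by DESeq2, the upper quartile, limma, all 3 tissues in one fit, an adjusted p under 0.05 and without bird 12 or the epididymis of bird 12. MSTRG.33719 (0.0133 in the same edgeR test, log2 fold change 3.90) was called by DESeq2, the upper quartile, no filter, limma, an adjusted p under 0.05 and without bird 11 or the epididymis of bird 12. MSTRG.28915 (0.0466 in the same edgeR test, log2 fold change 2.45) was called by DESeq2, an adjusted p under 0.05 and without bird 12, and MSTRG.51510 (0.0152, log2 fold change 4.32) by DESeq2, an adjusted p under 0.05 and without bird 16. MSTRG.18837 did not pass the filter, with 0 counts in 2 testes and in all epididymides, and no alternative called it. In “ductus deferens/testis”, DESeq2 called MSTRG.14108 (log2 fold change 2.87), MSTRG.14809 (1.23), MSTRG.15715 (1.07), MSTRG.25778 (3.57) and MSTRG.32301 (0.87). An adjusted p under 0.05 called all of these except MSTRG.32301. Library size alone called MSTRG.14809, MSTRG.15715 and MSTRG.32301, limma MSTRG.14108 and MSTRG.25778, all 3 tissues MSTRG.14108 and the bird as a block MSTRG.14809. MSTRG.17378 (0.66) was called by none of the alternatives. In “epididymis/ductus deferens”, MSTRG.30166 and MSTRG.8143 did not pass the filter and were called without the filter, with all 3 tissues and without bird 12 or the epididymis of bird 12.

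The paper names bird 14 as the testis with the most expressed genes, whereas bird 12 had the most (43510 against 43150). For MSTRG.34057 the paper gives a higher level in the testis than in the other tissues. Its log2 fold change between testis and epididymis was 0.72 and did not pass the threshold, and of the alternatives DESeq2 (1.11) and the upper quartile (1.01) called it.

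Figure 8 shows real-time PCR relative to GAPDH, with differences marked at a level under 0.05. The calls here use counts of whole loci and an adjusted p under 0.01, so measure and threshold are unlike. In Figure 8, MSTRG.6075 is similar in the epididymis and the ductus deferens and higher in the testis than in both. Here it was higher in the epididymis than in the ductus deferens (log2 fold change 2.01), and its difference between testis and epididymis (1.28) was called only by DESeq2, the upper quartile, no filter, all 3 tissues, an adjusted p under 0.05 and without bird 11. MSTRG.8989 is higher in the epididymis than in the ductus deferens in that figure. Here this difference (2.83) was called only by DESeq2, all 3 tissues, an adjusted p under 0.05 and without bird 12 or the epididymis of bird 12. At an adjusted p under 0.05, this difference and that of MSTRG.6075 between testis and epididymis were thus called in the direction of the figure. MSTRG.25698 is higher in the ductus deferens than in the epididymis in that figure, and here this difference (-0.47) was called by no alternative. The paper gives fewer genes for the group T/(E + DD) in its text than Table 3 lists (59 names).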

Other observations

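The other splits of the samples for gene counts, and the test of testis RNA in the epididymis, were chosen only after the result was seen, while the tests on transcripts, on pairs of genes and on parts of loci were chosen before. For the splits, the tissue labels were swapped within birds, which gives 32 splits with the real one. Each of them parts all 6 pairs of samples of the same bird, and the others differ from the real one in the birds whose labels are swapped. The others therefore hold both tissues in each group, so the difference between the tissues counts as spread and few calls can arise. They do not measure how many calls of the real split are false. A number of differentially expressed genes as large as 10237 in “epididymis/testis”, 12470 in “ductus deferens/testis” or 1211 in “epididymis/ductus deferens” was given by 1 of the 32 splits each, the real one. The other 31 gave at most 0, 1 and 1 genes past the threshold, with at most 6565, 5376 and 3779 genes at an unadjusted p under 0.05 against 16053, 17407 and 4835 in the real split. The other results also reached their size in 1 of the 32 splits each. These were the DELs of Table S1 (133, 176 and 23), the named genes past the threshold (25, 30 and 14), the listed lncRNA transcripts in either direction (73, 112 and 10) and the genes of Table 3 past the threshold in both comparisons of their group (4, 8 and 10). The DELs with their listed transcripts and the genes of Table 3 were chosen by the paper from these samples for these differences. The named genes were taken in large part from these lists. The splits of all these sets thus show no stability beyond that of the comparison of all genes.

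Genes of the group DD/(T + E) were expressed in the epididymis and lower in the ductus deferens, where the means of the 10 matched genes ran from 0.263 CPM in ARMC4 to 12.1 in CCDC40. One hypothesis is that testis RNA, for example from sperm or germ cells, was carried into the epididymis. Genes of germ cells and of cilia were listed before this test was run. The median ratio of epididymis to testis was 0.889 for 14 ciliary genes and 0.0982 for 4 germ-cell genes (at most 0.219), and 12 of the 14 ciliary genes lay above every germ-cell gene. DNAH7 (0.218) and DRC3 (0.174) did not. In the ductus deferens the median ratios to the testis were 0.0224 and 0.0100. Most of the ciliary genes were chosen by the paper for differences between these tissues. The 5 that are neither in Table 3 nor DELs had a median ratio of 0.668, and 4 of them lay above every germ-cell gene. Of the 3 matched genes of the group DD/(T + E) outside the ciliary list, CFAP69 (0.459) and, by little, PLK4 (0.242) lay above the germ-cell genes, and NDC80 (0.214) did not. RNA carried over in proportion to the testis would give each gene at least the carried share, and MEIOC (0.00842) and HORMAD1 (0.0234) limit that share to less than the ratios of these genes, DNAH7, DRC3, NDC80 and PLK4 included. RNA of sperm or germ cells with another composition than the testis was not tested, and for the genes with ratios no higher than those of the germ-cell genes nothing sets them apart from it. A candidate explanation is expression in ciliated cells of the epididymis itself, which is a hypothesis from the same data. Reads shared between paralogs of the dynein genes were not tested, and the lists are short.

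In the pairs of DELs and genes of Table 3, the difference between the tissues may account for part of the coefficients beyond 0.9. After centring on the tissue means, 49 of 230 pairs in “epididymis/testis”, 107 of 433 in “ductus deferens/testis” and 31 of 189 in “epididymis/ductus deferens” stayed beyond 0.9, so the difference between the tissues does not account for all of them. The number of pairs was also compared with 10000 random lists of differentially expressed genes matched on mean expression, for the genes of Table 3 that were differentially expressed. They had 212, 431 and 172 pairs, against medians of 269, 423 and 120 for the random lists, which puts them at the percentiles 10.5, 54.1 and 97.1. All 3 lie within the middle 95% of the random lists, the limit set for the test, so the numbers cannot be told apart from those of any genes that differ between the tissues.

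The DELs of “epididymis/ductus deferens” were called on whole loci, so other transcripts of the locus could carry the difference. On the listed lncRNA transcripts alone, 16 of the 19 loci that could be tested passed the threshold, out of 25 loci in all. In 6 of these 16 no other transcript had counts, so the test repeats that of the whole locus. Of the 17 loci with counts on other transcripts, the lncRNA transcripts passed it in 10, in 8 of which the other transcripts did not pass it or could not be tested. In 7 loci the other transcripts passed it, and in 2 of these the lncRNA transcripts did as well. Which transcripts carry the difference thus varies between the loci. Named after their values were seen, MSTRG.26332 and CLGN passed it on the other transcripts only, and MSTRG.18092 had 99.7% of its counts on the lncRNA transcripts.

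By the comparisons of all genes, 116 DELs of Table S1 were higher in the testis than in both other tissues (86 with the bird as a block) and 21 were lower in the ductus deferens than in both (14 with the block), against 62 and 11 that Table S1 lists for both comparisons. In the opposite directions, 54 were lower in the testis than in both (41 with the block, 22 in Table S1). In the ductus deferens 4 were higher than in both (5 with the block, 0 in Table S1).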
